# Mitochondrial pyruvate metabolism and glutaminolysis toggle steady-state and emergency myelopoiesis

**DOI:** 10.1084/jem.20221373

**Published:** 2023-05-30

**Authors:** Hannah A. Pizzato, Yahui Wang, Michael J. Wolfgang, Brian N. Finck, Gary J. Patti, Deepta Bhattacharya

## Abstract

To define the metabolic requirements of hematopoiesis, we examined blood lineages in mice conditionally deficient in genes required for long-chain fatty acid oxidation (*Cpt2*), glutaminolysis (*Gls*), or mitochondrial pyruvate import (*Mpc2*). Genetic ablation of *Cpt2* or *Gls* minimally impacted most blood lineages. In contrast, deletion of *Mpc2* led to a sharp decline in mature myeloid cells and a slower reduction in T cells, whereas other hematopoietic lineages were unaffected. Yet MPC2-deficient monocytes and neutrophils rapidly recovered due to a transient and specific increase in myeloid progenitor proliferation. Competitive bone marrow chimera and stable isotope tracing experiments demonstrated that this proliferative burst was progenitor intrinsic and accompanied by a metabolic switch to glutaminolysis. Myeloid recovery after loss of MPC2 or cyclophosphamide treatment was delayed in the absence of GLS. Reciprocally, MPC2 was not required for myeloid recovery after cyclophosphamide treatment. Thus, mitochondrial pyruvate metabolism maintains myelopoiesis under steady-state conditions, while glutaminolysis in progenitors promotes emergency myelopoiesis.

## Introduction

As hematopoietic stem cells (HSCs) differentiate, they gradually lose the potential to generate specific blood cell types until the commitment to a single lineage is achieved. Since HSCs are exceedingly rare, their differentiation occurs concomitantly with a progressive expansion of downstream progenitors to ensure sufficient production of mature cells (Bryder et al., 2006). Along with a numerical expansion, downstream progenitors possess both more proliferative and differentiative capacity than HSCs (Passegué et al., 2005; Sun et al., 2014). This progressive expansion of progenitors and mature lineages is known as transit amplification. Under homeostatic conditions, transit amplification matches the rate of new cell generation with the turnover of mature cells. Because each mature lineage has its own distinct lifespan, the mechanisms that maintain homeostasis are necessarily complicated. For example, neutrophils do not survive for more than a few days, while mature B lymphocytes persist for several months (Cronkite et al., 1959; Fulcher and Basten, 1997; Mauer et al., 1960; Pillay et al., 2010). The different arms of hematopoiesis must therefore be controlled in modular and separable ways.

Feedback triggered by an acute loss of downstream cells to upstream progenitors may require a distinct response to restore homeostasis. As one example, repeated bleeding of mice triggers HSCs to proliferate and self-renew at an increased rate, leading to the restoration of bone marrow cells and increased splenocytes (Cheshier et al., 2007). Upon transfusion of RBCs in these mice, HSC proliferation returns to normal. As another example, transplantation of a small number of WT HSCs into RAG2 and IL-2 receptor common γ chain–deficient mice, which lack B, T, and natural killer (NK) cells, results in a rapid repopulation of mature lymphocytes (Bhattacharya et al., 2006). This is driven by a pronounced and selective expansion of B and T cell progenitors despite very low levels of HSC chimerism. These data suggest that HSCs and progenitors respond to fill a void left by the loss of more differentiated downstream progenitors and mature cells in a process called emergency hematopoiesis. The intrinsic mechanisms that allow cells to shift from steady-state to emergency hematopoiesis still remain to be defined (Venezia et al., 2004).

Metabolic adaption might permit hematopoietic progenitors to adjust output in response to demand. For example, a decrease in lymphocytes occurs within hours of streptozotocin treatment (Muller et al., 2011), which ablates pancreatic beta cells and induces diabetes and high glucose levels (Rakieten et al., 1963; Arison et al., 1967; Lenzen, 2008). Yet by 4 wk after treatment with streptozotocin, lymphocyte numbers return to normal (Nagareddy et al., 2013). Similarly, mouse lymphocytes decrease after 6 wk on a high-fat diet (Luo et al., 2015) but increase after 90 d (Trottier et al., 2012). Moreover, nutrient availability varies substantially throughout the course of the day (Pickel and Sung, 2020; Potter et al., 2016; Schlierf and Dorow, 1973), yet there is relatively little impact on the abundances of mature cells (Born et al., 1997; Haus et al., 1983; Lawrence et al., 1933; Sabin et al., 1927). These examples represent independent studies and are not directly comparable to each other. Nonetheless, the data hint that while severe metabolic alterations may transiently alter hematopoietic composition, progenitors may be able to adapt to these changes to recover and maintain homeostasis. Defining whether and how such an adaptation occurs requires genetic tools and a dissection of progenitor-intrinsic metabolic pathways.

Much of the work performed to date on hematopoietic metabolism has focused on the relative dependence on glycolysis versus mitochondrial functions by HSCs and progenitors. The metabolic profile of HSCs is notably different than those of lineage-committed progenitors (Agathocleous et al., 2017). HSCs generally rely on glycolysis to remain quiescent, but as differentiation proceeds, a shift to increased oxidative phosphorylation occurs to ensure bioenergetic requirements are met (Takubo et al., 2013; Yu et al., 2013; Wang et al., 2014; Maryanovich et al., 2015; Ito and Suda, 2014; Nakamura-Ishizu et al., 2020; Simsek et al., 2010; Suda et al., 2011; Ho et al., 2017). Accordingly, lineage-committed progenitors produce more reactive oxygen species than do upstream HSCs, and increasing levels of reactive oxygen species hinders HSC function (Inoue et al., 2010; Ito et al., 2004; Ito et al., 2006; Norddahl et al., 2011; Tan and Suda, 2018; Tothova et al., 2007; Wang et al., 2014). Though HSCs do still rely on mitochondrial functions (Ansó et al., 2017; Bejarano-García et al., 2016; Chen et al., 2008; Gan et al., 2010; Gurumurthy et al., 2010; Luchsinger et al., 2016; Maryanovich et al., 2012; Mortensen et al., 2011; Nakada et al., 2010; Qi et al., 2021; Umemoto et al., 2018; Vannini et al., 2016), the preponderance of evidence suggests that hematopoietic progenitors depend more heavily on oxidative phosphorylation of carbon sources to generate ATP. The specific carbon sources that fuel oxidative phosphorylation in hematopoietic progenitors in vivo have not been genetically defined, though in a broad sense glucose is essential for M-CSF–driven myelopoiesis (Karmaus et al., 2017). Assuming distinct bioenergetic requirements, it is possible that each blood lineage preferentially relies on different carbon sources and metabolic pathways.

Here, we utilized in vivo genetic models to interrogate the roles of long-chain fatty acid oxidation, glutaminolysis, and mitochondrial pyruvate import in hematopoietic homeostasis. In a striking example of homeostatic maintenance, myeloid progenitors genetically deprived of mitochondrial pyruvate not only switched to glutaminolysis, but this switch was also accompanied by a transient and rapid proliferative burst to regenerate only themselves and their mature myeloid daughters, whereas other progenitors and lineages were unaffected. While glutaminolysis is not required for the homeostatic maintenance of myeloid cells, it is generally required for emergency myelopoiesis even when mitochondrial pyruvate metabolism is available. These data demonstrate that progenitors have intrinsic metabolic sensing abilities that promote lineage-specific hematopoietic homeostasis. Additionally, the metabolic pathways utilized to maintain myeloid cells under steady-state differ from those used under situations of acute insult.

## Results

### Long-chain fatty acid oxidation and glutaminolysis are dispensable for most hematopoietic lineages

To define essential carbon sources that fuel the TCA cycle in hematopoietic lineages, we employed in vivo genetic ablation models. We focused on long-chain fatty acid oxidation, glutaminolysis, and mitochondrial pyruvate utilization as all these pathways are major contributors to ATP production in many other cell types. First, we used mice deficient in carnitine palmitoyltransferase 2 (CPT2), which transports long-chain fatty acids into the inner matrix of the mitochondria for oxidation (Fig. 1 A; Houten et al., 2016; Lee et al., 2015). Because germline deletion of *Cpt2* is lethal (Isackson et al., 2008; Ji et al., 2008; Longo et al., 2006; Nyman et al., 2005), we crossed *Cpt2*^*fl/fl*^ mice (Lee et al., 2015) to *ROSA26 CreER* animals, which constitutively express tamoxifen-inducible Cre recombinase (Ventura et al., 2007). WT CD45.1^+^ and *Cpt2*^*fl/fl*^*; ROSA26 CreER*^*−/−*^ or ^*+/+*^ CD45.2^+^ bone marrow cells were mixed in equal proportions and transplanted into irradiated recipients (Fig. 1 B). Reconstitution was allowed to proceed for at least 8 wk before the administration of tamoxifen to ablate *Cpt2* in CD45.2^+^ cells. This system avoids lethality following *Cpt2* deletion and allows assessment of blood lineage-intrinsic phenotypes following the restoration of mature cells after irradiation.

**Figure 1.**
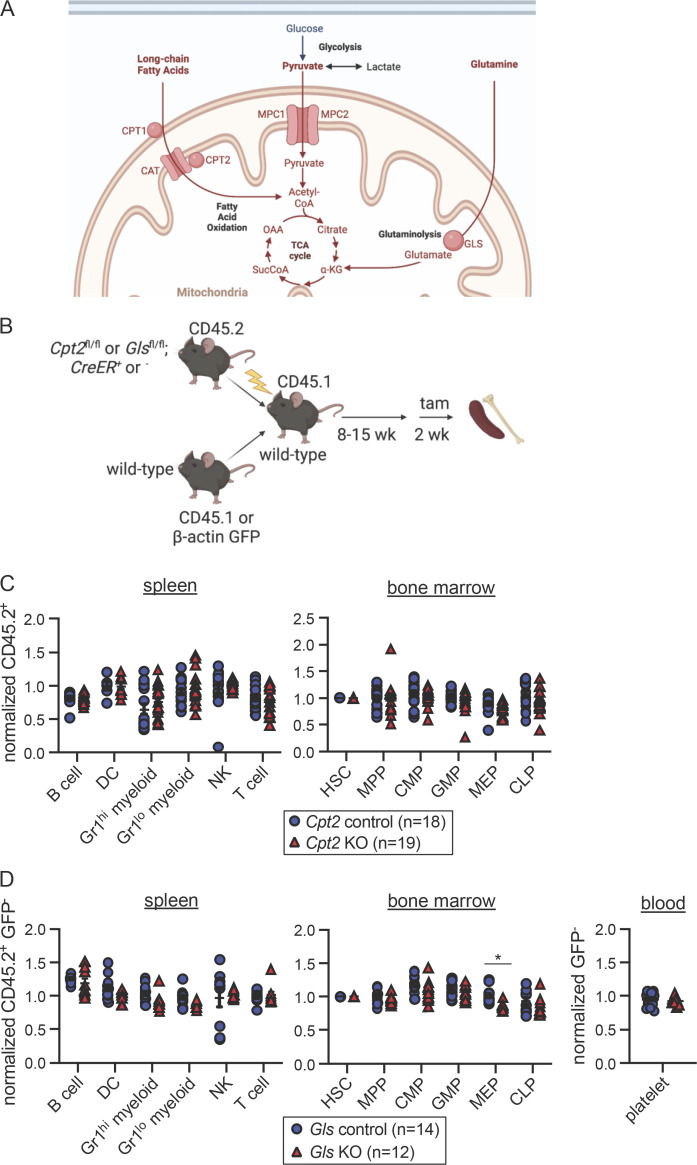
**Long-chain fatty acid oxidation and glutaminolysis are dispensable for most hematopoietic lineages. (A)** Schematic representation of relevant metabolic pathways. Pyruvate enters the mitochondria through the MPC, composed of subunits MPC1 and MPC2. Long-chain fatty acids enter the mitochondria via carnitine palmitoyltransferase 1 and 2 (CPT1 and CPT2) and carnitine acylcarnitine translocase (CAT). Within the mitochondria, GLS hydrolyzes glutamine into glutamate. **(B)** Schematic representation of mixed bone marrow chimera experiments to assess hematopoietic requirements for *Cpt2* control (*Cpt2*^*fl/fl*^*; ROSA26 CreER*^*−/−*^) or KO (*Cpt2*^*fl/fl*^*; ROSA26 CreER*^*+/+*^) cells and *Gls* control (*Gls*^*fl/fl*^*; ROSA26 CreER*^*−/−*^) or KO (*Gls*^*fl/fl*^*; ROSA26 CreER*^*+/+*^) cells. **(C)** CD45.2 chimerism was normalized to either pre-tamoxifen peripheral blood chimerism levels for the spleen or HSC chimerism for the bone marrow of *Cpt2* chimeras. Data are shown for B cells, DCs, Gr1^hi^ and Gr1^lo^ myeloid cells, NK cells, and T cells for the spleen. Data are shown for HSCs, MPPs, CMPs, GMPs, MEPs, and CLPs in the bone marrow. Each symbol represents an individual mouse. Mean values ± SEM are shown, and data are pooled from three independent experiments. P values >0.05 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test are not depicted. **(D)** CD45.2^+^ GFP^−^ chimerism was normalized as stated in Fig. 1 C for *Gls* chimeras. Cell populations assessed are the same as in Fig. 1 C with the addition of platelets in the blood. Each symbol represents an individual mouse. Mean values ± SEM are shown, and data are pooled from two independent experiments. *, P < 0.05 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test.

After 2 wk of tamoxifen treatment, chimerism of hematopoietic populations in the spleen and bone marrow was assessed and normalized to the chimerism of either pre-tamoxifen blood lineages for splenic populations or HSCs for bone marrow progenitors. This normalization corrects for variability in chimerism between animals prior to tamoxifen-induced deletion, which typically ranged from 40 to 60%. Analysis of the spleen included B cells, dendritic cells (DCs), Gr1^hi^ myeloid cells, Gr1^lo^ myeloid cells, NK cells, and T cells (gating strategy in Fig. S1 A). Bone marrow populations included HSCs, Flk2^+^ multipotent progenitors (MPPs; Christensen and Weissman, 2001; Adolfsson et al., 2001), Flk2^+^ common myeloid progenitors (CMPs; Karsunky et al., 2003), granulocyte-macrophage progenitors (GMPs; Akashi et al., 2000; Becker et al., 2012), megakaryocyte-erythroid progenitors (MEPs; Pronk et al., 2007), and common lymphoid progenitors (CLPs; gating strategy in Fig. S1 B; Inlay et al., 2009). Despite efficient *Cpt2* deletion (Fig. S1 C), we found no differences between *Cpt2* KO cells and WT controls (Fig. 1 C; raw chimerism values in Fig. S2 A). This suggests that long-chain fatty acid oxidation is not required for the development or maintenance of lymphoid or myeloid cells and that other pathways such as glutaminolysis or pyruvate metabolism may be more important for these lineages. Prior studies have suggested an important role for glutaminolysis in human erythropoiesis (Oburoglu et al., 2014), but other lineages have not yet been examined.

**Figure S1.**
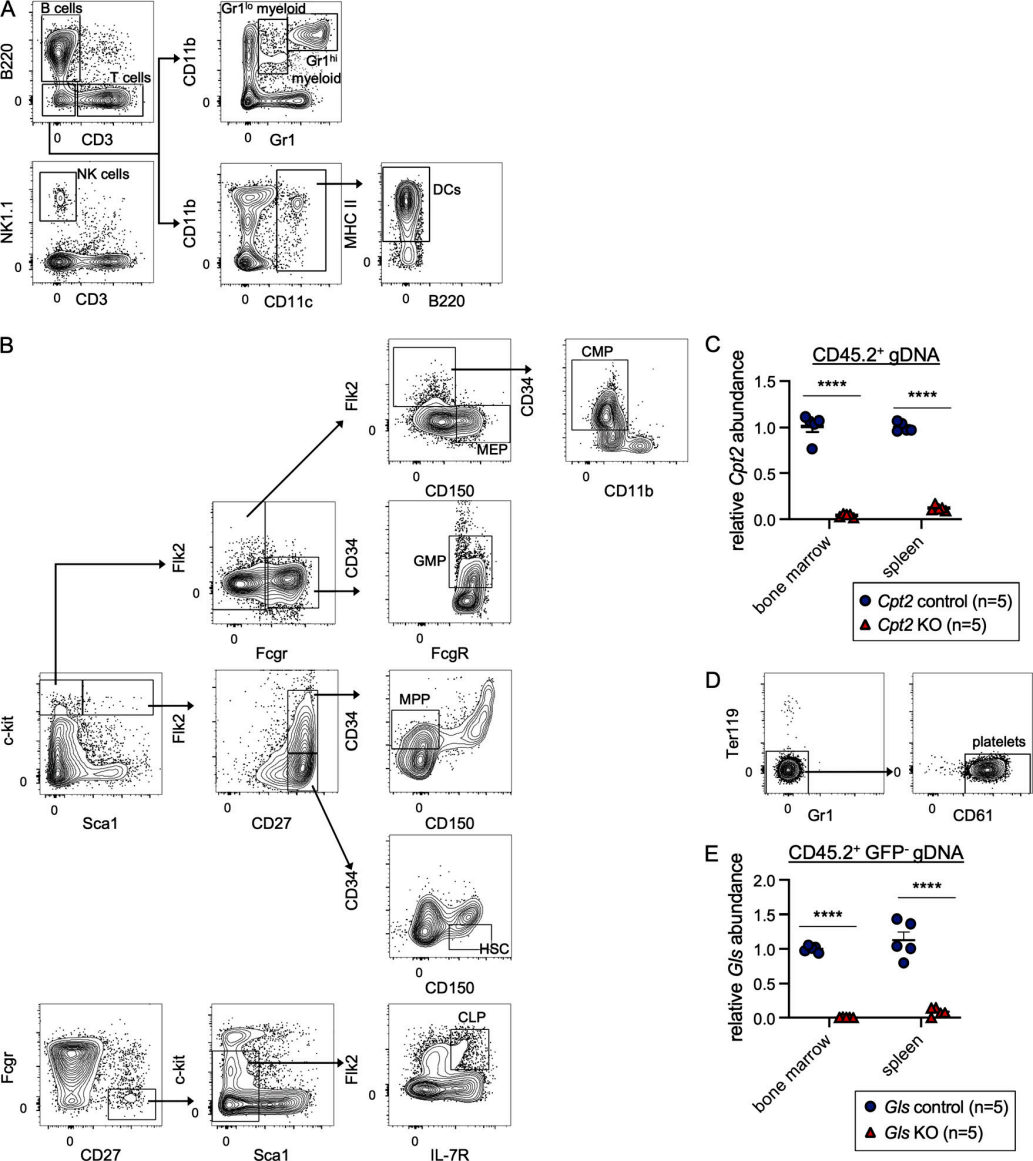
**Gating strategy and quantification of deletion of *Cpt2* and *Gls*. (A)** Representative flow cytometry gating strategy for splenic populations. **(B)** Representative flow cytometry gating strategy for bone marrow populations. **(C)** Quantitative PCR analysis of genomic *Cpt2* deletion. CD45.2^+^ cells from the bone marrow or spleen were sorted for genomic DNA extraction. DNA quantification within loxP sites was quantified relative to WT cells and GAPDH. Mean values ± SEM are shown. Data are pooled from two independent experiments. ****, P < 0.0001 by Student’s two-tailed *t* test. **(D)** Representative flow cytometry gating strategy for platelets in the blood. **(E)** Quantitative PCR analysis of genomic *Gls* deletion. CD45.2^+^ GFP^−^ cells from the bone marrow or spleen were sorted for genomic DNA extraction. DNA quantification within loxP sites was quantified relative to WT cells and GAPDH. Mean values ± SEM are shown. Data are pooled from two independent experiments. ****, P < 0.0001 by Student’s two-tailed *t* test.

**Figure S2.**
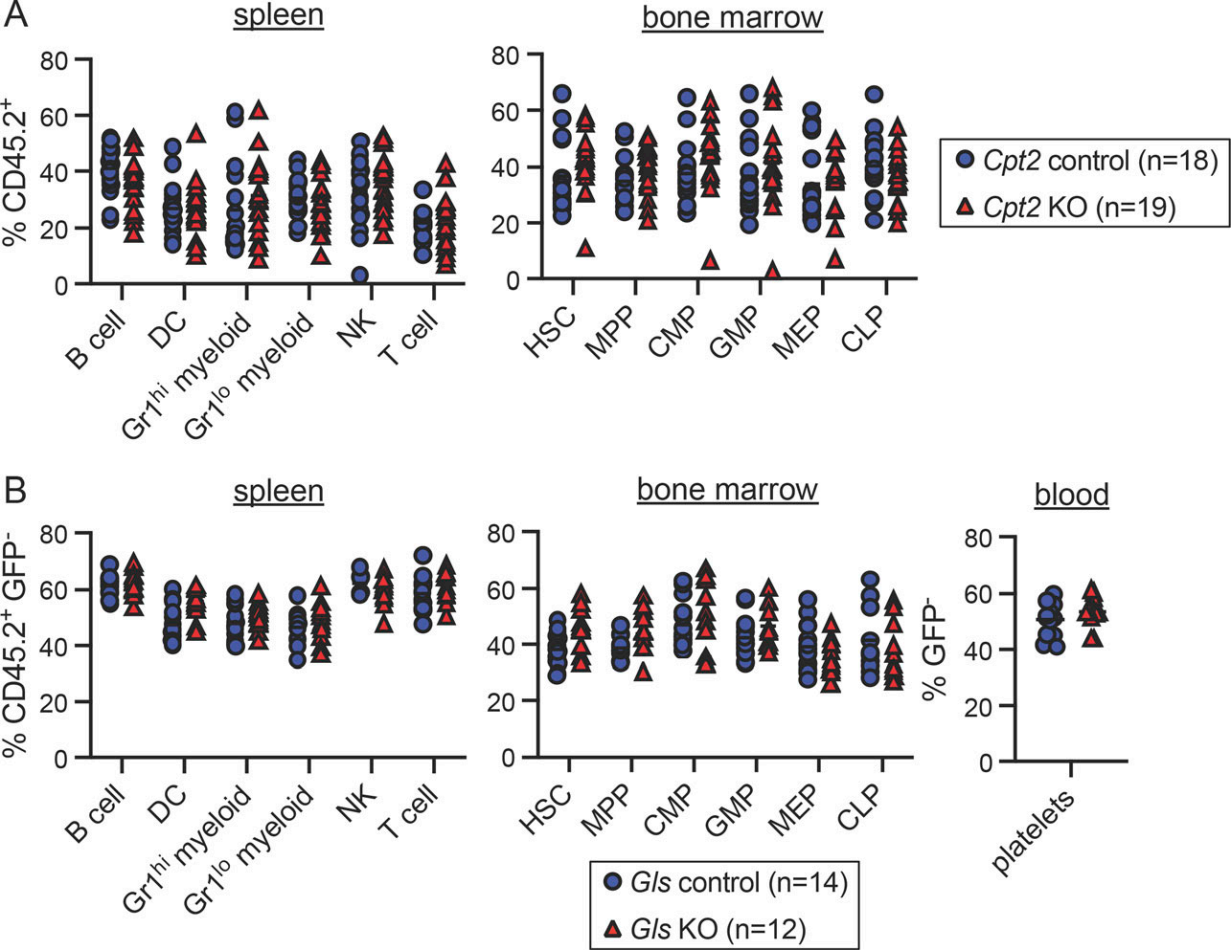
**Raw chimerism frequencies for *Cpt2* and *Gls* chimeras. (A)** Raw chimerism values for *Cpt2* chimeras shown in Fig. 1 C. Each symbol represents an individual mouse. Mean values ± SEM are shown, and data are pooled from three independent experiments. P values >0.05 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test are not depicted. **(B)** Raw chimerism values for *Gls* chimeras shown in Fig. 1 D. Each symbol represents an individual mouse. Mean values ± SEM are shown, and data are pooled from two independent experiments. P values >0.05 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test are not depicted.

Glutaminase (GLS) is an aminohydrolase that catalyzes the conversion of glutamine to glutamate, which can then be converted into the TCA cycle intermediate α-ketoglutarate (Fig. 1 A; Curthoys and Watford, 1995). A potential compensatory enzyme, GLS2, is minimally expressed within the hematopoietic system (Heng et al., 2008). Since germline *Gls* deletion causes lethality (Masson et al., 2006), we generated competitive bone marrow chimeras using *Gls*^*fl/fl*^ mice (Mingote et al., 2016). Given that erythrocytes, megakaryocytes, and platelets lack CD45 expression, we generated mixed chimeras for *Gls* using β-actin GFP transgenic mice as WT competitors (Fig. 1 B). GFP expression, though minimal in mature erythrocytes, can be detected in MEPs and in mature platelets (Forsberg et al., 2006; Wright et al., 2001). At the end of tamoxifen treatment, the same cell subsets examined in *Cpt2*-deleted chimeras were analyzed alongside platelets in the blood (gating strategy in Fig. S1, A–D). Deletion of *Gls* was efficient (Fig. S1 E) but did not affect lymphoid or myeloid cell chimerism (Fig. 1 D; raw chimerism values in Fig. S2 B). GLS-deficient MEP chimerism was slightly reduced (about 10%, P < 0.05) but platelets were unaffected (Fig. 1 D and Fig. S2 B). Together these data demonstrate that long-chain fatty acid oxidation and glutaminolysis are largely dispensable for lymphoid and myeloid cells, while erythroid progenitors have a partial dependence on glutaminolysis. These data suggest that other carbon sources, such as pyruvate, may be more important for hematopoiesis.

### Mitochondrial pyruvate is transiently required by both myeloid progenitors and mature cells

MPC1 and MPC2 are subunits of the heteromeric mitochondrial pyruvate carrier (MPC), both of which are necessary for the transport of pyruvate into the mitochondria (Fig. 1 A; Bricker et al., 2012; Herzig et al., 2012). As with *Cpt2* and *Gls*, germline deletion of either subunit of MPC is lethal (Vigueira et al., 2014). During the course of prior work on the metabolism of antibody-secreting cells (Lam et al., 2016), we preliminarily observed that neutrophils were reduced upon *Mpc2* ablation in mixed chimeras. Other lymphoid lineages were not obviously impacted, at least at short timepoints after *Mpc2* deletion. To investigate further, we generated mixed bone marrow chimeras of WT CD45.1^+^ and CD45.2^+^ *Mpc2*^*fl/fl*^*; ROSA26 CreER*^*−/−*^ or *CreER*^*+/−*^ genotypes (McCommis et al., 2015). A more comprehensive analysis was then performed compared with our earlier results to quantify other lineages, progenitors, and the kinetics of blood lineage chimerism changes following *Mpc2* ablation.

After reconstitution, half of the chimeras were given tamoxifen and then sacrificed at least 10 wk later (prolonged KO; Fig. 2 A). This group allows for the assessment of longer-term effects on lymphoid lineages, which turn over infrequently. The other half was given tamoxifen 2 wk prior to euthanasia (recent KO). Consistent with our prior observations, the recent KO group was significantly reduced in neutrophil chimerism (Fig. 2, B and C; gating strategy in Fig. S3 A). Ly6C^hi^ and Ly6C^lo^ monocytes were also substantially reduced immediately following *Mpc2* deletion, while DCs were slightly reduced (Fig. 2, B and C). *Mpc2*-deficient neutrophils and monocytes were rescued by *Mpc2*-encoding retrovirus (Fig. S3, B–D), demonstrating that the phenotype was not due to Cre or tamoxifen toxicity. B cell chimerism was not affected in either group, whereas *Mpc2*-deficient T cell chimerism was diminished only in the prolonged KO group (Fig. 2 C). Yet contrary to our expectations, after prolonged deletion of *Mpc2*, neutrophils, Ly6C^hi^ monocytes, and Lyc6^lo^ monocytes all recovered to mirror WT controls (Fig. 2 C). We considered the possibility that the myeloid recovery was driven by the preferential expansion of cells that had incompletely deleted *Mpc2.* However, this seems unlikely given that this recovery would occur in competition against CD45.1^+^ WT cells. Indeed, *Mpc2* remained fully deleted following prolonged deletion in both the spleen and bone marrow (Fig. S3 E).

**Figure 2.**
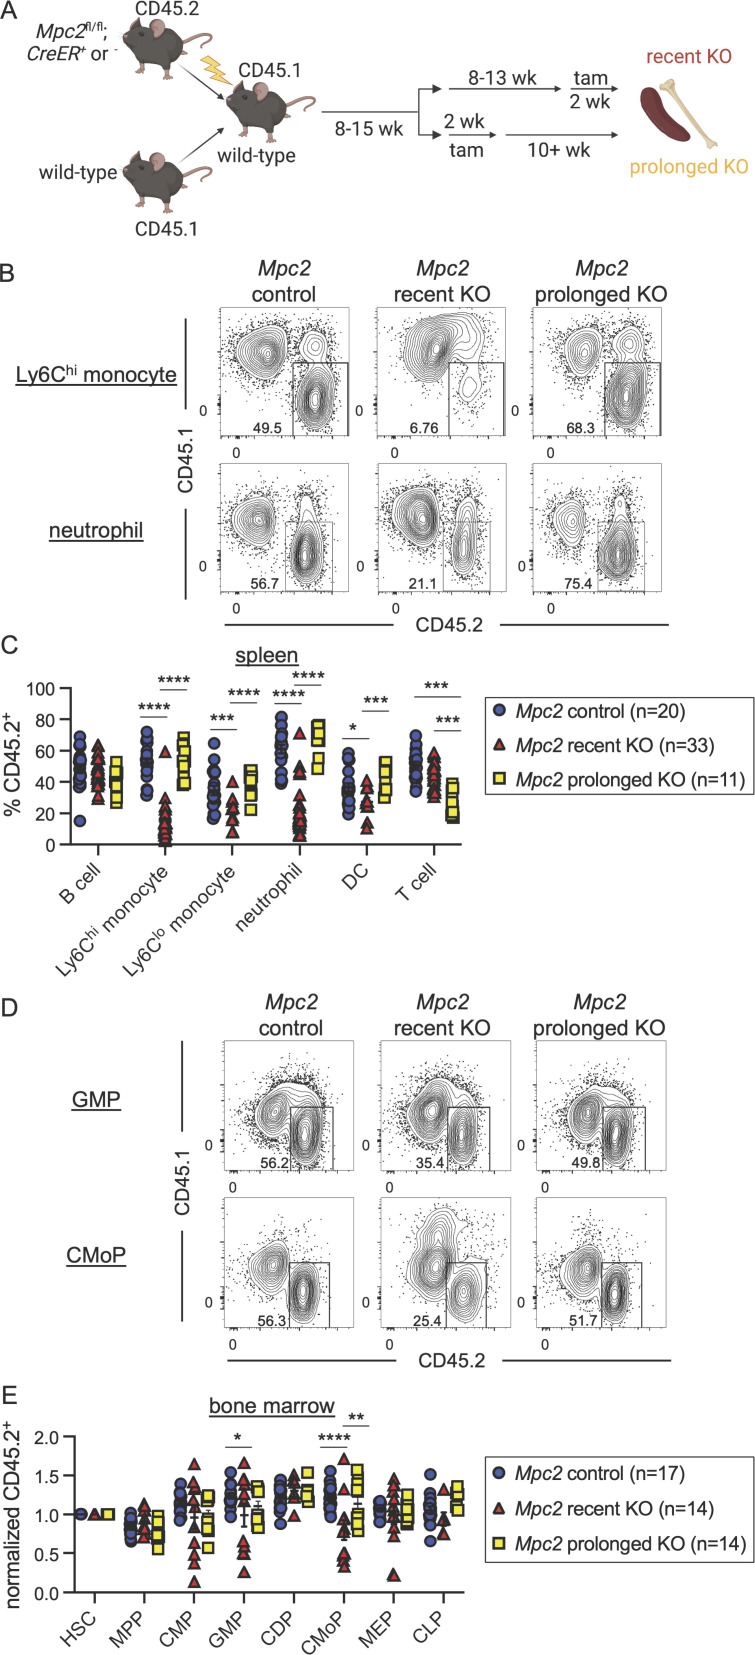
**Mitochondrial pyruvate is transiently required by both myeloid progenitors and mature cells. (A)** Schematic representation of mixed bone marrow chimeras to assess the hematopoietic requirement for *Mpc2* (*Mpc2*^*fl/fl*^*; ROSA26 CreER*^*−/−*^ or *ROSA26 CreER*^*+/−*^), both immediately following deletion and after prolonged deletion (10+ wk after tamoxifen). **(B)** Representative flow cytometry plots of CD45.2 chimerism of Ly6C^hi^ monocytes and neutrophils for *Mpc2* control, recent KO, and prolonged KO chimeras. **(C)** CD45.2 chimerism of splenic immune lineages at early or prolonged timepoints after deletion of *Mpc2*. Each symbol represents an individual mouse. Mean values ± SEM are shown. Data are pooled from four independent experiments. *, P < 0.05; ***, P < 0.001; and ****, P < 0.0001 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test. **(D)** Representative flow cytometry plots of CD45.2 chimerism of GMPs and CMoPs. **(E)** CD45.2 chimerism of bone marrow progenitors described previously with the addition of CMoPs and CDPs at early or prolonged timepoints after deletion of *Mpc2.* Data are normalized to HSC CD45.2 chimerism. Each symbol represents an individual mouse. Mean values ± SEM are shown, and data are pooled from three independent experiments. *, P < 0.05; **, P < 0.01; ****, P < 0.0001 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test.

**Figure S3.**
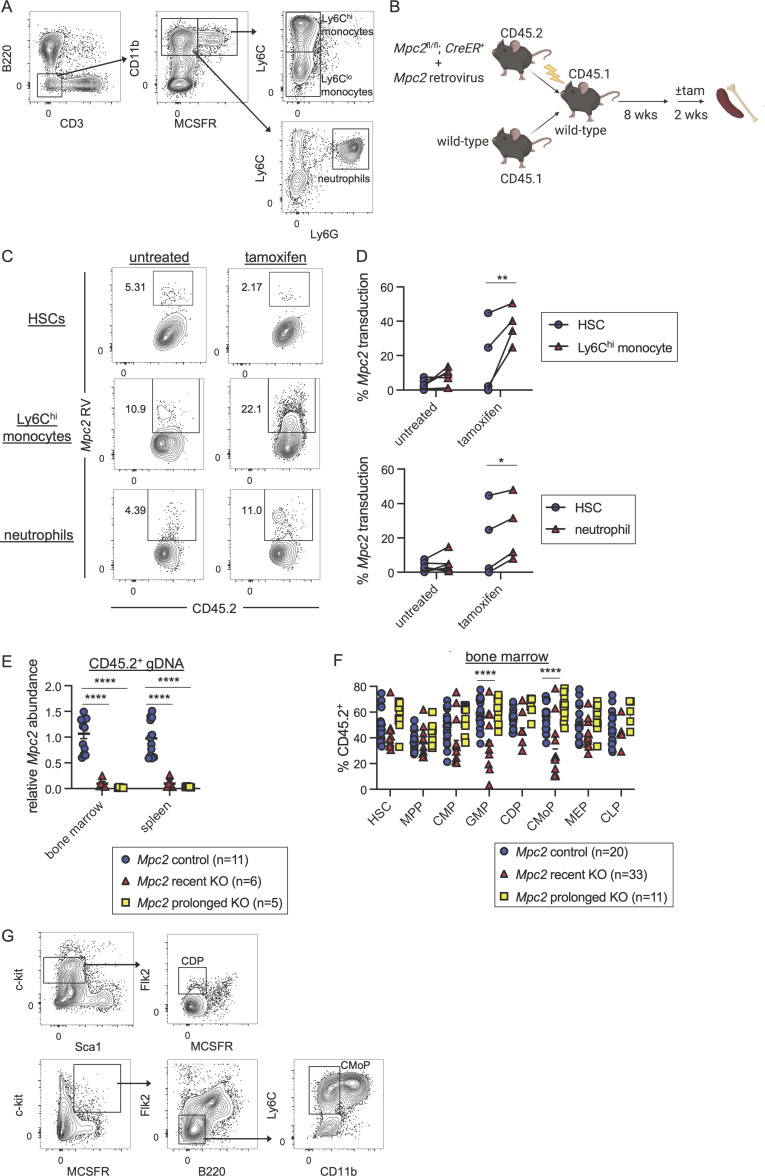
**Gating strategy, quantification of deletion of *Mpc2*, and *Mpc2* retroviral rescue of MPC2-deficient myeloid cells. (A)** Representative flow cytometry gating strategies for splenic Ly6C^hi^ and Ly6C^lo^ monocytes and neutrophils. **(B)** Schematic representation of *Mpc2* retroviral bone marrow chimera experiments to assess ability to rescue *Mpc2* KO (+tam) or control (no tam) Ly6C^hi^ monocytes and neutrophils. C-kit^+^ cells were enriched from the bone marrow of *Mpc2*^*fl/fl*^*; ROSA26 CreER*^*+/−*^ mice and transduced with *Mpc2* retrovirus prior to transplantation alongside bone marrow from WT mice into irradiated recipients. **(C)** Representative flow cytometry plots of *Mpc2* retrovirus (RV) expression in HSCs, Ly6C^hi^ monocytes, and neutrophils of an individual control or KO mouse. **(D)** *Mpc2* transduction in HSCs paired with Ly6C^hi^ monocytes (top) or neutrophils (bottom) from the same mouse (*n* = 6 for untreated and *n* = 4 for tamoxifen). Data are pooled from two independent experiments. *, P < 0.05; **, P < 0.01 by Student’s two-tailed paired *t* test. **(E)** Quantitative PCR analysis of genomic *Mpc2* deletion in *Mpc2* chimeras. CD45.2^+^ cells from the bone marrow or spleen were sorted for genomic DNA extraction. DNA quantification within loxP sites was quantified relative to WT cells and GAPDH. Mean values ± SEM are shown. Data are pooled from two independent experiments. ****, P < 0.0001 by one-way ANOVA with post-hoc Tukey’s multiple comparisons test. **(F)** Raw chimerism values for *Mpc2* chimeras shown in Fig. 2 E. Each symbol represents an individual mouse. Mean values ± SEM are shown, and data are pooled from three independent experiments. ****, P < 0.0001 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test. **(G)** Representative flow cytometry gating strategies for CDPs and CMoPs in the bone marrow.

In the recent KO group, there was a modest reduction in *Mpc2*-deficient GMPs and a more substantial reduction in common monocyte progenitors (CMoPs; Fig. 2, D and E; raw chimerism values in Fig. S3 F; gating strategy in Fig. S3 G; Hettinger et al., 2013). MPP and CMP chimerism remained unaffected, as did that of common DC progenitors (CDPs; Naik et al., 2007; Onai et al., 2007), MEPs, and CLPs (Fig. 2 E and Fig. S3 F). Consistent with what was observed in mature myeloid cells, progenitor chimerism was unaffected following prolonged *Mpc2* deletion (Fig. 2 E and Fig. S3 F). These results suggest that MPC2 is required for the homeostasis of the myeloid lineage, but that these cells can somehow adapt over time to the loss of mitochondrial pyruvate metabolism.

### Mature myeloid cells diminish then rapidly recover after *Mpc2* deletion

Given that myeloid cells are initially depleted upon *Mpc2* deletion but recover by 10 wk, we performed experiments to define the kinetics of this recovery. Following over 8 wk of reconstitution, *Mpc2* chimeras were administered tamoxifen and then were bled every 2–3 wk to monitor donor contribution over time relative to their pre-tamoxifen chimerism. Rather than a gradual recovery, we observed a sharp increase in *Mpc2*-deficient myeloid cells within 2 wk after the initial nadir (Fig. 3 A; raw chimerism values in Fig. S4 A). These cells then further expanded beyond their pre-tamoxifen levels. In contrast, the reduction in *Mpc2*-deficient T cell chimerism was observed at 2 wk after tamoxifen and remained relatively stable throughout the duration of the experiment (Fig. 3 A). This is consistent with the requirement of MPC1 for αβ T cell development in the thymus (Ramstead et al., 2020). Similarly, pyruvate dehydrogenase is also required for thymic T cell development (Jun et al., 2021). B cells were not affected by the loss of *Mpc2* at any timepoint (Fig. 3 A). We additionally examined *Cpt2* and *Gls* chimeras over time to determine if a defect would become apparent later after deletion. Yet no defects were observed for at least 60–80 d (Fig. 3, B and C). These data suggest that myeloid cells are dependent on mitochondrial pyruvate import yet can adjust to the absence of MPC2 over time.

**Figure 3.**
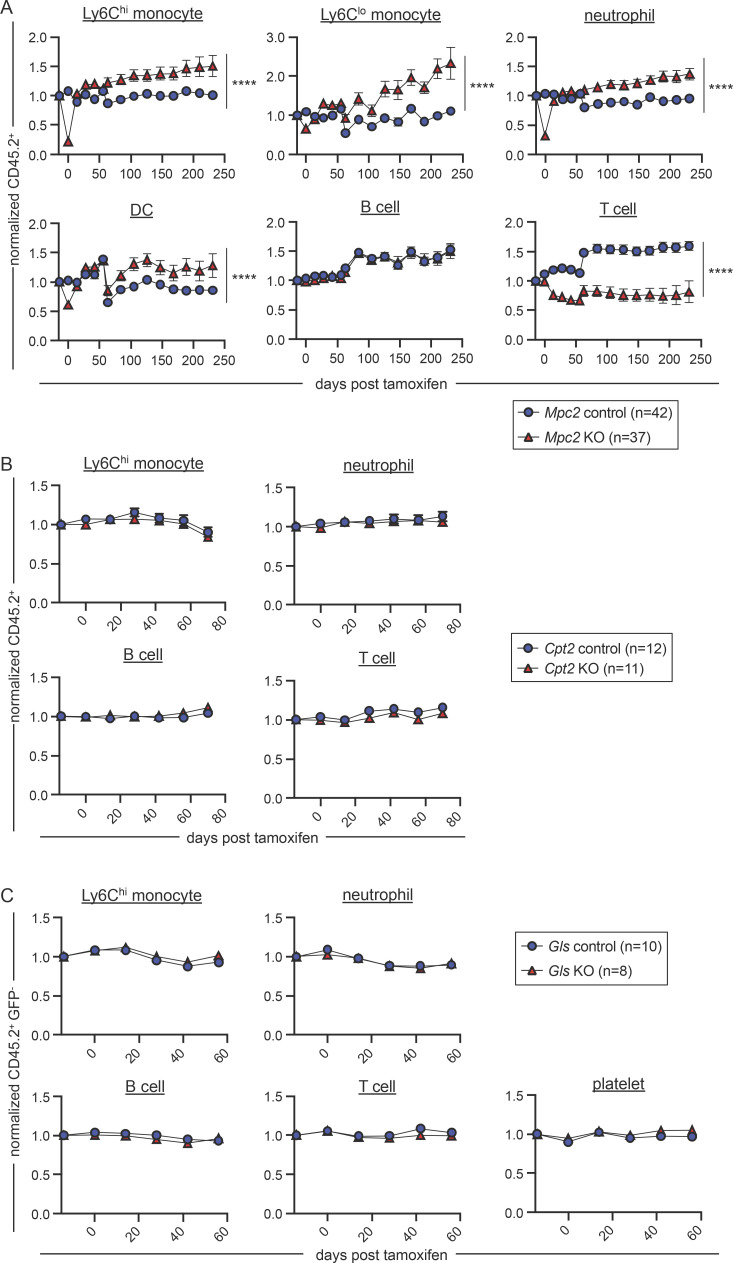
**Mature myeloid cells diminish then rapidly recover after *Mpc2* deletion. (A)** CD45.2 peripheral blood chimerism of mature cell populations was assessed every 2–3 wk in *Mpc2* chimeras. Values are normalized to pre-tamoxifen chimerism of each cell type. Data are pooled from three independent experiments. Mean values ± SEM are shown. ****, P < 0.0001 by paired two-way ANOVA with post-hoc Tukey’s multiple comparisons test. **(B and C)** CD45.2 peripheral blood chimerism of mature cell populations was assessed every 2 wk in *Cpt2* (B) or *Gls* (C) chimeras. Values are normalized to pre-tamoxifen chimerism of each cell type. Mean values ± SEM are shown. Data are pooled from two independent experiments. P values >0.05 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test are not depicted.

**Figure S4.**
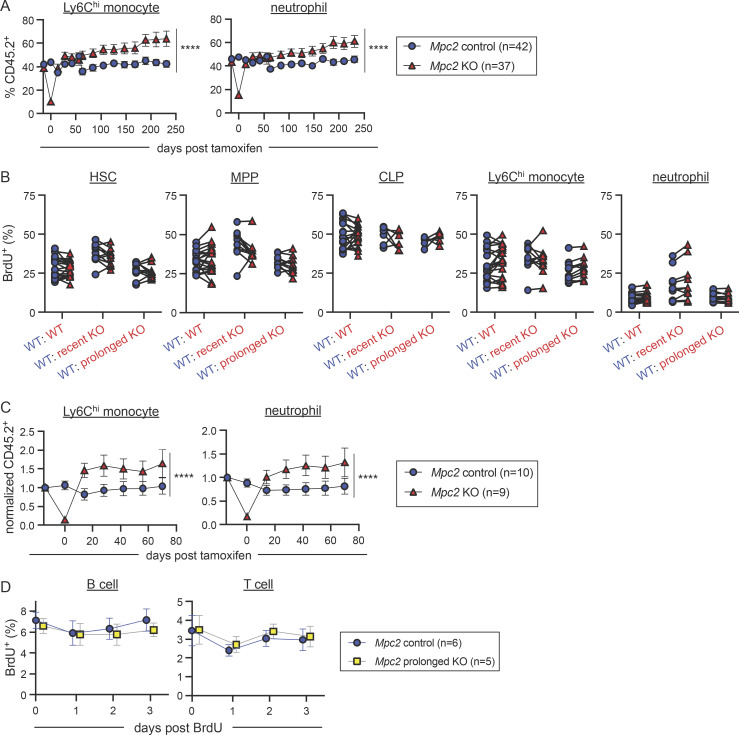
**Proliferation, survival, and recovery of MPC2-deficient cells. (A)** Raw chimerism values for peripheral myeloid cells of *Mpc2* chimeras in Fig. 3 A. Data are pooled from three independent experiments. Mean values ± SEM are shown. ****, P < 0.0001 by paired two-way ANOVA with post-hoc Tukey’s multiple comparisons test. **(B)** BrdU incorporation was measured in both CD45.1^+^ (WT) and CD45.2^+^ (WT, recent *Mpc2* deletion, or prolonged *Mpc2* deletion) HSCs, MPPs, CLPs, Ly6C^hi^ monocytes, and neutrophils following a 1-h pulse of BrdU. Each line connects CD45.1^+^ and CD45.2^+^ cells within the same mouse (*n* = 11 for WT chimeras and *n* = 19 for recent and prolonged KO chimeras). Data are pooled from two independent experiments. P values >0.05 by paired two-way ANOVA with post-hoc Sidak’s multiple comparisons test are not depicted. **(C)** *Mpc2* chimeras were setup at a ratio of 90% WT to 10% *Mpc2*^*fl/fl*^*; ROSA26 CreER*^*−/−*^ or *CreER*^*+/−*^ bone marrow cells (as opposed to the 1:1 ratio in Fig. 3). CD45.2 peripheral blood chimerism of Ly6C^hi^ monocytes and neutrophils was assessed every 2 wk in *Mpc2* chimeras. Values are normalized to pre-tamoxifen chimerism of each cell type. Mean values ± SEM are shown. ****, P < 0.0001 by paired two-way ANOVA with post-hoc Tukey’s multiple comparisons test. **(D)** BrdU incorporation was measured in peripheral CD45.2^+^ B and T cells for 3 d following a week of BrdU water administration. Mean values ± SEM are shown. Data are pooled from two independent experiments. P values >0.05 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test are not depicted.

### GMPs and CMoPs proliferate rapidly immediately following *Mpc2* deletion

Given the recovery we observed in myeloid cells following the deletion of *Mpc2*, we next performed experiments to determine if MPC2-deficient cells were proliferating more and/or surviving longer to facilitate this recovery. To determine if the proliferation of myeloid progenitors was altered by the loss of *Mpc2*, we injected chimeras with BrdU 1 h prior to sacrifice (Fig. 4 A). We then compared BrdU incorporation in the WT CD45.1^+^ cells with control, recent KO, or prolonged KO CD45.2^+^ cells within the same animals. Recent MPC2-deficient GMPs and CMoPs proliferated significantly more than did WT GMPs and CMoPs within the same mouse, while proliferation was similar between MPC2-deficient and -sufficient CMPs (Fig. 4, B and C). After prolonged deletion of *Mpc2*, proliferation of these populations was similar to that of their WT counterparts (Fig. 4, B and C). No changes were observed in the proliferation of MPC2-deficient HSCs, MPPs, CLPs, or mature myeloid cells (Fig. S4 B). These data demonstrate that MPC2 deficiency triggers an adaptation in GMPs and CMoPs that is accompanied by a transient burst in proliferation. This allows for rapid regeneration of themselves and mature myeloid populations. After prolonged *Mpc2* deletion, this proliferative burst subsides.

**Figure 4.**
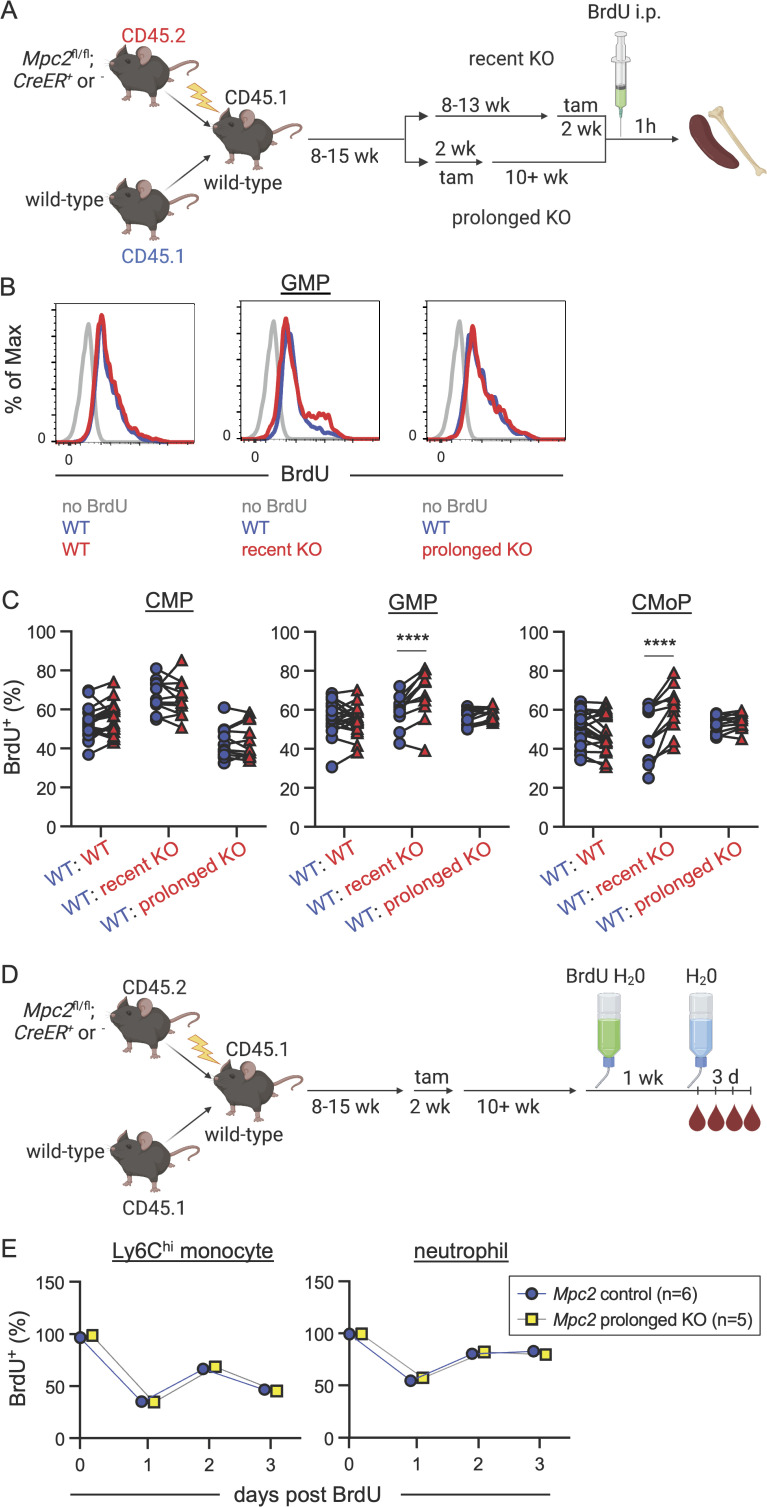
**GMPs and CMoPs proliferate rapidly immediately following *Mpc2* deletion. (A)** Schematic representation of BrdU pulse experiment using *Mpc2* mixed bone marrow chimeras. Chimeric mice were injected with BrdU 1 h prior to sacrifice. **(B)** Representative histograms of BrdU staining in GMPs of *Mpc2* control, recent KO, and prolonged KO chimeras. Gray lines represent staining of GMPs from a mouse that was not injected with BrdU. Blue and red lines represent CD45.1^+^ (WT) and CD45.2^+^ (WT, recent KO, or prolonged KO) GMPs respectively from the same mouse injected with BrdU. **(C)** BrdU incorporation was measured in both CD45.1^+^ (WT) and CD45.2^+^ (WT, recent *Mpc2* deletion, or prolonged *Mpc2* deletion) CMPs, GMPs, and CMoPs following a 1-h pulse of BrdU. Each line connects CD45.1^+^ and CD45.2^+^ cells within the same mouse (*n* = 11 for WT chimeras and *n* = 19 for recent and prolonged KO chimeras). Data are pooled from two independent experiments. ****, P < 0.0001 by paired two-way ANOVA with post-hoc Sidak’s multiple comparisons test. **(D)** Schematic representation of BrdU pulse-chase experiment using *Mpc2* mixed bone marrow chimeras to assess survival and turnover. Chimeras were administered BrdU water for 1 wk and then were switched back to normal drinking water, at which point BrdU incorporation was assessed in peripheral blood at the time of removal from BrdU and three successive days afterwards. **(E)** BrdU incorporation was measured in peripheral CD45.2^+^ Ly6C^hi^ monocytes and neutrophils following a 3-d chase after a week of BrdU water administration. Mean values ± SEM are shown. Data are pooled from two independent experiments. P values >0.05 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test are not depicted.

Prior studies have shown that upstream hematopoietic progenitors can sense and respond to the loss of downstream mature lineages by increasing proliferation (Boettcher and Manz, 2017; Cheshier et al., 2007; Takizawa et al., 2012). We considered the possibility that MPC2-deficient progenitors are better at sensing and proliferating in response to mature cell loss than their WT counterparts. Alternatively, the initial proliferative burst in MPC2-deficient progenitors may occur cell-intrinsically, perhaps due to a metabolic switch. To distinguish between these alternatives, we generated mixed bone marrow chimeras at a 90:10 ratio of WT to *Mpc2* KO cells. In this setting, the absolute loss in mature myeloid cells is minimal and would not be expected to trigger feedback to upstream progenitors. We observed a similar reduction in mature myeloid cells immediately following *Mpc2* deletion with a full recovery 2 wk later (Fig. S4 C. This suggests that the recovery is not due to a heightened sensing of mature cell loss but rather proliferation triggered by a cell-intrinsic metabolic switch.

We next performed a BrdU pulse-chase experiment to determine if the recovery of MPC2-deficient cells is also fueled by enhanced survival. Due to the infrequency of mature myeloid cells following the recent deletion of *Mpc2*, we focused on survival in the prolonged KO group. Chimeras were administered BrdU in their drinking water for 1 wk (Fig. 4 D). At the end of the week, mice were switched back to normal drinking water and were bled to establish baseline BrdU incorporation. The mice were then bled for three consecutive days following the cessation of BrdU administration to determine cell survival time and turnover. There were no differences observed in BrdU retention over time in peripheral Ly6C^hi^ monocytes or neutrophils between control mice or MPC2-deficient mice after prolonged deletion (Fig. 4 E). As anticipated, B and T cell survival was also unaffected by *Mpc2* deletion (Fig. S4 D). Taken together, these data suggest that the MPC2-deficient myeloid recovery is due specifically to increased myeloid progenitor proliferation fueled by an intrinsic metabolic switch and is not due to enhanced mature cell survival.

### GMPs use glutamine in vitro to generate TCA cycle intermediates

The rapid proliferation of GMPs and CMoPs immediately following the loss of the MPC suggests that these progenitors switch to another carbon source to survive and expand to meet the sudden demand to produce more mature myeloid cells. Such metabolic switches have been observed in other cell types and model organisms (Bensard et al., 2020; Schell et al., 2014; Vanderperre et al., 2016; Yang et al., 2014). To begin to define an alternate carbon source for MPC2-deficient myeloid progenitors and to determine whether the switch is driven by a transcriptional adaptation, we performed RNA sequencing (RNA-seq) on GMPs from control or *Mpc2* KO chimeras. 

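RNA was sequenced from CD45.2+ GMPs, the donor-derived granulocyte-monocyte progenitors, which were sorted from the bone marrow of WT (*ROSA26 CreER*+/-) and *Mpc2* recent KO chimeras at the end of 2 wk of tamoxifen treatment. Tamoxifen activates CreER, which deletes the floxed exon 3 of *Mpc2*. Each group gave 5 samples. A WT sample held the GMPs of 1 mouse, and a recent KO sample held GMPs pooled from 2 mice, so that the 5 recent KO samples covered 10 mice and each averaged over its pair. The authors made the libraries with a SMARTseq kit, which amplifies cDNA from few cells, and mapped paired-end reads to Gencode's M27 annotation with Salmon. Salmon estimates how many reads came from each annotated transcript and divides a read between transcripts that match it equally well, so an estimate need not be a whole number. The deposited files give these estimated reads and TPM, an abundance scaled to transcript length and to the same total in every sample. The estimated reads totaled 14133706 to 19745405 per WT sample, with a median of 18121943, and 14033776 to 19658346 per recent KO sample, with a median of 15839904. Transcripts were assigned to genes by their Ensembl identifiers through the GENCODE M21 annotation of GRCm38, an older annotation than that of the authors. This step covered 97.4% of the transcripts and left out 0.348% to 0.390% of the estimated reads of a sample. The estimated reads were summed per gene, rounded to whole numbers, and normalized by TMM. Recent KO and WT samples were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment across the 12381 genes that passed a minimum count of 10. Counts simulated for these genes, with the same numbers of samples and reads, showed what the test can detect. It called 46.6% of the genes that were changed 1.5-fold and 75.4% of the genes that were changed 2-fold, and 4.64% of its calls were false.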

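*Mpc2* (ENSMUSG00000026568), the deleted gene, lies on chromosome 1 of GRCm38 from 165460637 to 165481214. The floxed exon 3 spans 165478221 to 165478305 in the main transcript, whose other exons remain after deletion. *Mpc2* measured 89.1 ± 26.9 CPM (counts scaled to the normalized library size; SD, n = 5 samples) in WT GMPs and 32.2 ± 10.2 (SD, n = 5) in recent KO GMPs. The log2 fold change was −1.46 (standard error 0.24, adjusted p = 0.0156 from edgeR's quasi-likelihood test). Every recent KO sample, at 17.1 to 43.9 CPM, lay below every WT sample, at 60.9 to 117 CPM (exact two-sided permutation test, p = 0.00794, the smallest p that 5 samples against 5 allow). The targeted gene thus went with the label of every sample. The log2 fold change stayed between −1.60 and −1.31 when each sample was left out in turn, and the adjusted p-value reached 0.0500 without recent KO replicate 1. Across the other normalizations, filters, and tests the adjusted p-value ranged from 1.81e-08 to 0.138. The alternative that moved it most was the use of all genes without a filter on low counts, and it rose above 0.05 with a transcript length offset (0.0730), with robust dispersions (0.134), and with limma on log2(TPM + 1) (0.130) and log2(TPM + 0.1) (0.138).

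**Figure D1:**
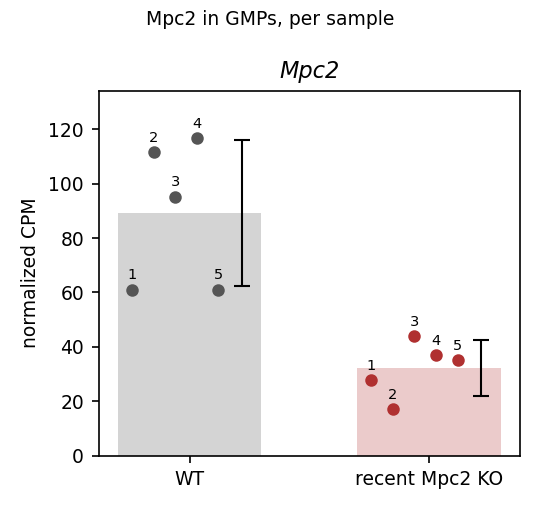
Normalized CPM of *Mpc2* (vertical axis) in 5 WT and 5 recent *Mpc2* KO samples, with the replicate number above each point. Bars are means and error bars are SD. The recent KO samples lie between 17.1 and 43.9 CPM, all below the lowest WT sample at 60.9 CPM.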

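Of the 12381 genes tested, 41 differed between recent *Mpc2* KO and WT GMPs with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, of which 15 were higher and 26 were lower after the deletion. At an unadjusted p-value under 0.05 there were 1268 genes. The samples of the 2 groups did not overlap for 301 genes, or 2.43% of those tested, where chance alone gives 0.794%. The count moved most without a filter on low counts and with DESeq2. Without a filter on low counts, 206 of 27909 genes passed, the 41 among them. DESeq2 was run on 27909 genes, of which 14360 had an adjusted p-value, so here the test and the filter changed together. It called 156 genes, of which 40 were among the 41. In the simulated counts, where DESeq2 was run on 12381 genes, 15.0% of its calls were false. A single library also moved the count, which was 91 genes without recent KO replicate 2 and 25 to 38 without any other sample. The biological coefficient of variation between replicates was 0.160.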

Immediately following the deletion of *Mpc2* in GMPs, the expression of 149 genes was significantly different relative to WT GMPs (Fig. 5 A). Notably, *Glul*, which converts glutamate and ammonia into glutamine (Deuel et al., 1978; Tate and Meister, 1971), was upregulated ∼1.5-fold in MPC2-deficient GMPs relative to control GMPs (Fig. 5 A). 

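*Glul* (ENSMUSG00000026473) lies on chromosome 1 of GRCm38 from 153899944 to 153909723. Its first bases overlap *Teddm2*, a gene on the other strand that had 0.483 CPM in WT GMPs. *Glul* measured 36.9 ± 1.80 CPM (SD, n = 5) in WT GMPs and 47.0 ± 4.15 CPM (SD, n = 5) in recent *Mpc2* KO GMPs, which is a 1.27-fold difference. All 5 recent KO samples, from 42.9 to 52.0 CPM, lay above all 5 WT samples, from 34.5 to 39.1 CPM (exact two-sided permutation test, p = 0.00794). With adjustment over all genes tested, the log2 fold change of 0.35 (standard error 0.07) had an adjusted p-value of 0.0770 from edgeR's quasi-likelihood test, and so did not pass 0.05. It passed with upper quartile normalization (0.0488), with library size as the only normalization (0.0329), without a filter on low counts (0.0411), and with DESeq2 (0.00602), within a range of 0.00602 to 0.140 over the normalizations, filters, and tests. Leaving out each sample in turn gave log2 fold changes of 0.31 to 0.38 and adjusted p-values of 0.0835 to 0.170. The size of the difference depended on the scale. It was 1.39-fold with a transcript length offset, and 1.44-fold and 1.45-fold with limma on log2(TPM + 1) and log2(TPM + 0.1), whose folds are on those scales. In the authors' deposited table, the difference is 1.34-fold with an adjusted p-value of 0.0125 from DESeq2.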

*Bcat1*, which transfers α-amino groups from branched-chain amino acids (BCAAs; leucine, isoleucine, and valine) to α-ketoglutarate to generate α-ketoacids and glutamate (Hutson et al., 1988; Ichihara and Koyama, 1966), was also modestly upregulated in MPC2-deficient GMPs (Fig. 5 A). Yet only 17 genes, including *Mpc2*, were significantly altered in GMPs following prolonged deletion of *Mpc2* (Fig. 5 B). 

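*Bcat1* (ENSMUSG00000030268) lies on chromosome 6 of GRCm38 from 144993835 to 145076184. It measured 16.5 ± 3.09 CPM (SD, n = 5) in WT GMPs and 24.6 ± 1.79 CPM (SD, n = 5) in recent *Mpc2* KO GMPs, a 1.50-fold difference. The log2 fold change was 0.58 (standard error 0.11, adjusted p = 0.0468 from edgeR's quasi-likelihood test). Every recent KO sample, at 22.8 to 27.6 CPM, exceeded every WT sample (exact two-sided permutation test, p = 0.00794). WT replicate 4 stood apart from its group at 21.9 CPM, where the other WT samples had 14.2 to 15.7 CPM. Without that sample the log2 fold change was 0.70 (adjusted p = 0.00170). It kept an adjusted p-value under 0.05 in 2 of the 10 fits that each left out 1 sample, those without WT replicate 4 and without recent KO replicate 2, and the other fits gave 0.0677 to 0.150. The adjusted p-value ranged from 5.18e-04 to 0.0838 across the normalizations, filters, and tests, and was above 0.05 for genes with a mean count of at least 50 (0.0503), with a transcript length offset (0.0838), and with limma on log2(TPM + 1) (0.0649) and log2(TPM + 0.1) (0.0632). Of the 42 tested genes within 5 Mb of *Bcat1* that were not differentially expressed themselves, 8 had an unadjusted p-value under 0.05. That is 19.0%, against 10.2% of all genes tested, and the excess did not pass 0.05 (one-sided permutation test, p = 0.0617). The count leaves out another differentially expressed gene within 5 Mb of *Bcat1*, so it could miss a segment that they share. The upregulation of *Bcat1* and *Glul* is the reason the paper gives for testing in culture whether MPC2-deficient progenitors turn to the oxidation of glutamine, BCAAs, or other carbon sources.

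**Figure D2:**
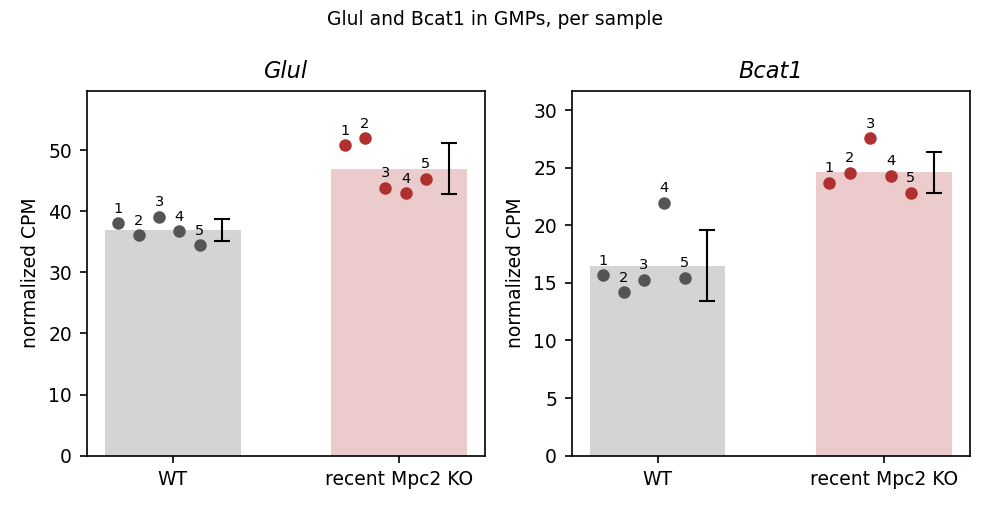
Normalized CPM (vertical axes) of *Glul* (left) and *Bcat1* (right) in 5 WT and 5 recent *Mpc2* KO samples, with the replicate number above each point. Bars are means and error bars are SD. For both genes the 5 recent KO samples lie above the 5 WT samples, and WT replicate 4 has the highest *Bcat1* level of its group at 21.9 CPM.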

Of the differentially expressed genes, 10, including *Bcat1*, were shared between both recent and prolonged deletion groups (Fig. 5 C). 

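For recent *Mpc2* KO and WT GMPs, pathways were examined with gene lists written by hand, because the KEGG gene sets were not used here. The prolonged KO samples were not analysed here. Limma's camera test with a preset correlation of 0.01 between genes was run on 16 lists with Benjamini-Hochberg adjustment. Of the lists of metabolic pathways, the 21 tested genes of glutamine metabolism had the smallest adjusted p-value, 0.0483, with a median log2 fold change of 0.03 and 14 of 21 genes higher in recent KO GMPs. No gene of this list passed 0.05 over all genes tested and 5 had an unadjusted p-value under 0.05, and *Glul* passed when p-values were adjusted over the list alone. The list passed in 5 of the 10 fits that each left out 1 sample, with adjusted p-values of 0.0117 to 0.235, and the highest was that without recent KO replicate 2. Across the other settings its adjusted p-value was 0.0160 to 0.415. It did not hold under limma's fry test (0.222) or with the correlation estimated from the data (0.415). The call was also lost with the replicate number as a block, although these numbers do not pair the samples. In 99 other splits of the 10 samples into 5 and 5, camera put a median of 3 and at most 9 lists past 0.05. A single list past 0.05 is therefore weak evidence of an effect of the deletion. For BCAA catabolism, 12 of 25 genes were higher and the median log2 fold change was −0.02 (adjusted p = 0.866 from camera). *Bcat1* passed over all genes tested, and *Bcat1* and *Mccc1* passed when adjusted over the list alone. *Mccc1* was lower, with a log2 fold change of −0.36 (standard error 0.10). The TCA cycle list had an adjusted p-value of 0.259 with 15 of 21 genes higher, and passed with library size as the only normalization (0.0322), within a range of 0.0322 to 0.684 over the settings. The adjusted p-value was 0.289 for pyruvate metabolism (12 of 17 genes higher), 0.796 for the cell cycle (14 of 30), and 0.866 for glycolysis (8 of 17), long-chain fatty acid oxidation (9 of 16), and targets of ATF4 (8 of 19). *Cpt1a*, of the fatty acid oxidation list, passed when adjusted over the list alone.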

KEGG pathway analyses were performed for both RNA-seq datasets but no pathways were identified with q < 0.05 and more than five gene hits.

**Figure 5.**
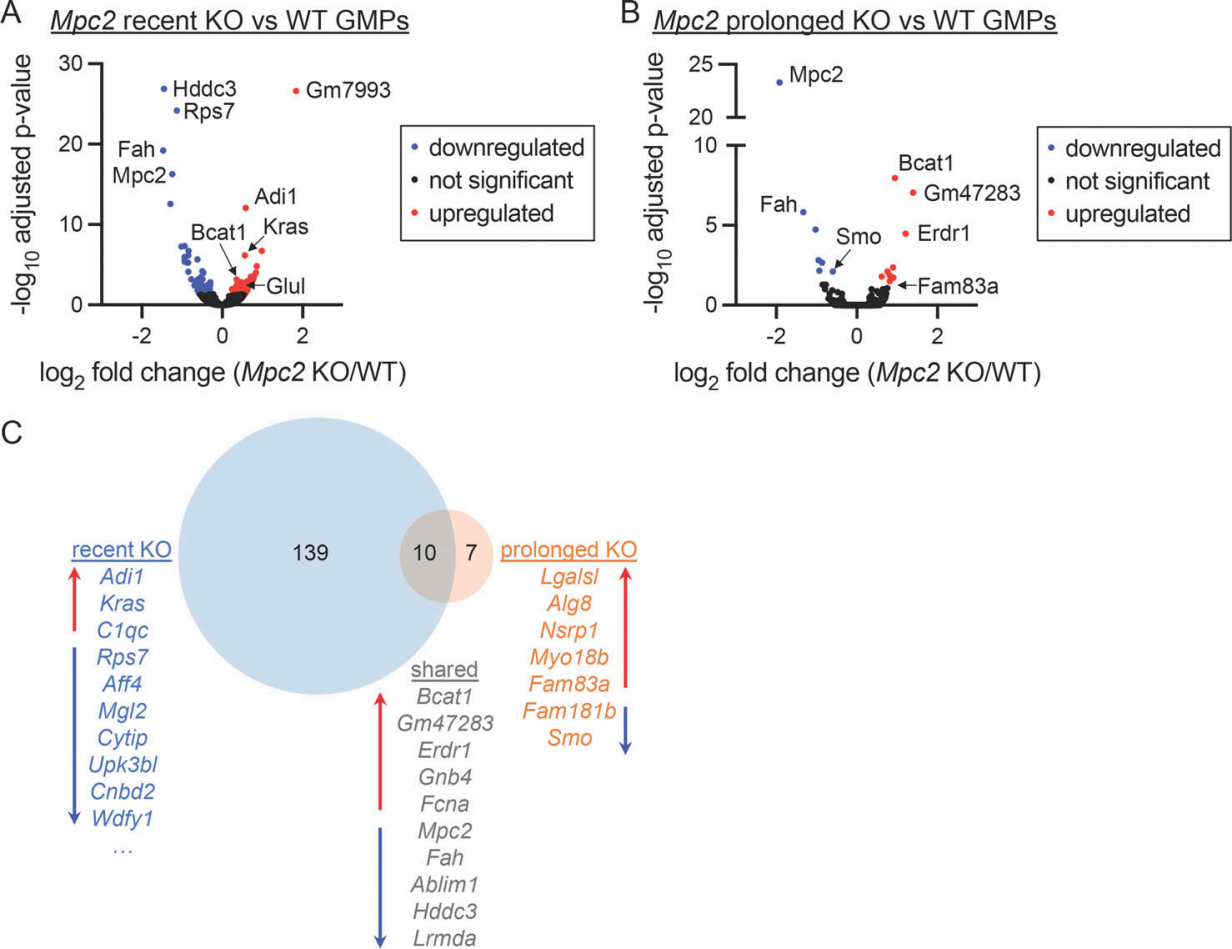
**GMPs differentially express numerous genes immediately following *Mpc2* deletion but few persist following myeloid recovery. (A and B)** Volcano plots of gene expression fold changes between *Mpc2* recent KO and WT GMPs (A) or *Mpc2* prolonged KO and WT GMPs (B). Following RNA-seq, adjusted P values were calculated using DESeq2. Each dot represents a gene. Recent *Mpc2* KO mice were pooled into groups of two mice to obtain a sufficient number of cells. A total of 10 mice were used but were processed as five samples. For all other groups, five mice were analyzed without pooling for each genotype. **(C)** Venn diagram analysis depicting genes differentially expressed by only recent *Mpc2* KO GMPs, prolonged *Mpc2* KO GMPs, or both relative to WT GMPs. Lists of genes include all hits or the top 10 hits not including pseudogenes or predicted genes. Red up arrows indicate genes upregulated in KOs relative to WT, while blue down arrows indicate genes downregulated in KOs relative to WT. All data are available in the NCBI GEO (recent KO accession number GSE225578 and prolonged KO accession number GSE184548).

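For the comparison in Fig. 5 A, *Hddc3* on chromosome 7 (80343104 to 80350547 in GRCm38) had the smallest adjusted p-value of the genes tested. It fell from 28.3 ± 1.86 to 4.87 ± 0.836 CPM (SD, n = 5 each), with a log2 fold change of −2.52 (standard error 0.11, adjusted p = 5.43e-08 from edgeR's quasi-likelihood test). With a transcript length offset the fall was smaller, at a log2 fold change of −1.79. *Hddc3* overlaps *Man2a2* on the other strand, which had a log2 fold change of 0.13. *Fah*, on the same chromosome, fell from 12.6 ± 2.99 to 2.85 ± 0.677 CPM (log2 fold change −2.15, adjusted p = 6.60e-05). *Rps7* on chromosome 12 (28630854 to 28635953) fell from 867 ± 80.0 to 375 ± 61.0 CPM (log2 fold change −1.21, adjusted p = 6.60e-05). Its reads could be divided with *Rps7-ps3*, a pseudogene on chromosome X that is 99.4% identical to it over 651 bases, and the sum of both was 870 ± 77.8 CPM in WT and 807 ± 132 CPM in recent KO GMPs (exact two-sided permutation test, p = 0.437). *Adi1*, which lies beside *Rps7* on chromosome 12, rose from 110 ± 7.07 to 168 ± 9.51 CPM (log2 fold change 0.61, adjusted p = 1.74e-04). *Gm7993*, a processed pseudogene on chromosome 5, had no reads in any WT sample and 3.48 ± 0.797 CPM in recent KO GMPs, at least 19.2-fold higher than the floor of 3 counts. Its assignment is uncertain, since it is 95.7% identical to *Odc1* over 1388 bases. Of the 33 genes that the text and Fig. 5 name, 29 could be tested, and 15 passed an adjusted p-value of 0.05 over all genes tested. Adjusted over the list alone, 23 passed, which is not independent evidence because the study chose many of them on these samples. Among the 41 differentially expressed genes, 36 are also called in the authors' deposited table. The 140 genes of that table's 149 calls that were tested all changed in the same direction.

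**Figure D3:**
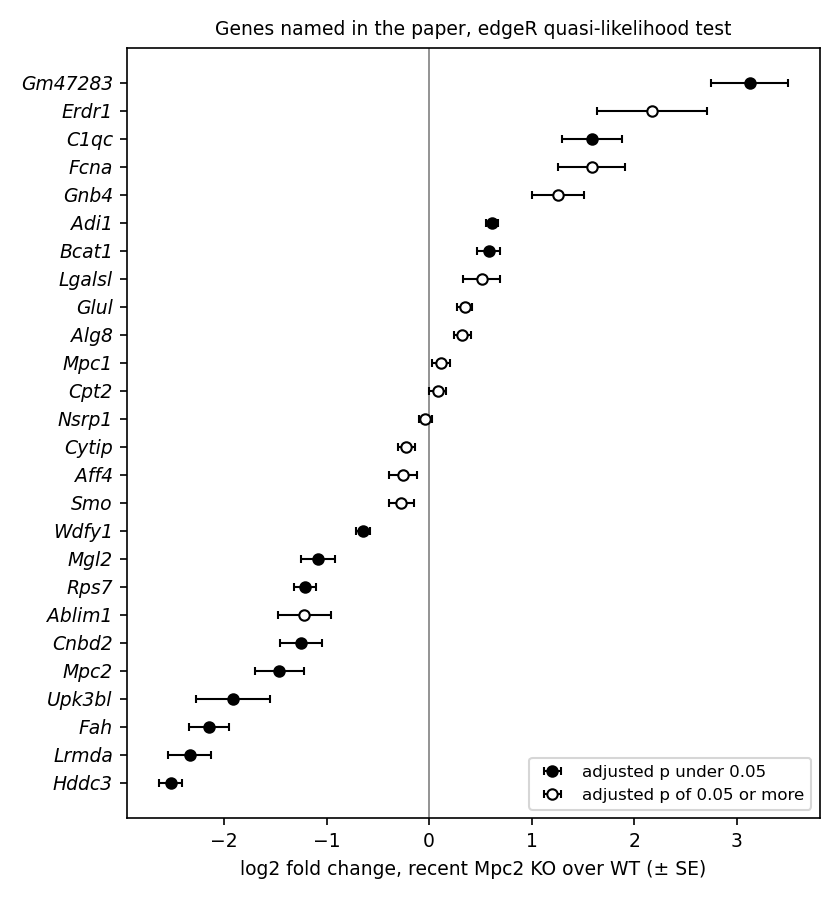
Log2 fold changes of recent *Mpc2* KO over WT GMPs (horizontal axis, with SE as error bars) for 26 genes named in the paper, from edgeR's quasi-likelihood test. The 13 filled points have an adjusted p-value under 0.05 and the 13 open points do not. The values run from −2.52 for *Hddc3* to 3.13 for *Gm47283*, and *Gm7993* is left out because it had no reads in WT samples.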

Given the transcriptional upregulation of *Bcat1* and *Glul* in MPC2-deficient GMPs, we employed an in vitro differentiation assay to determine whether these progenitors switch to oxidation of glutamine, BCAAs, or other carbon sources. GMPs were sorted from WT mice and cultured with stem cell factor (SCF) and GM-CSF to induce proliferation and granulocyte and myeloid differentiation. In contrast to our in vivo data, which show a clear requirement for mitochondrial pyruvate, treatment of cultures with the MPC inhibitor UK5099 (Halestrap and Denton, 1975) had no impact on cell survival over a 7-d period (Fig. 6 A). Treatment with UK5099 did increase the amount of pyruvate excreted in the cell culture media (Fig. 6 B), demonstrating successful inhibition of MPC. For genetic confirmation of these results, we sorted GMPs from *Mpc2*^*fl/fl*^*; CreER*^*+*^ and *CreER*^*+*^ mice and cultured them with 4-hydroxytamoxifen (4-OHT) to induce *Mpc2* deletion in floxed cells. No differences in cell counts were observed between MPC2-deficient and control cells despite efficient deletion of *Mpc2* (Fig. 6, C and D). These results are consistent with work showing marked differences between in vivo and in vitro metabolism in other systems (Cheng et al., 2011; Davidson et al., 2016; DeBerardinis et al., 2007; Faubert and DeBerardinis, 2017; Sellers et al., 2015). Though these in vitro results did not align with our in vivo data, the system provides an opportunity to define potential energy sources used by GMPs when mitochondrial pyruvate is not used.

**Figure 6.**
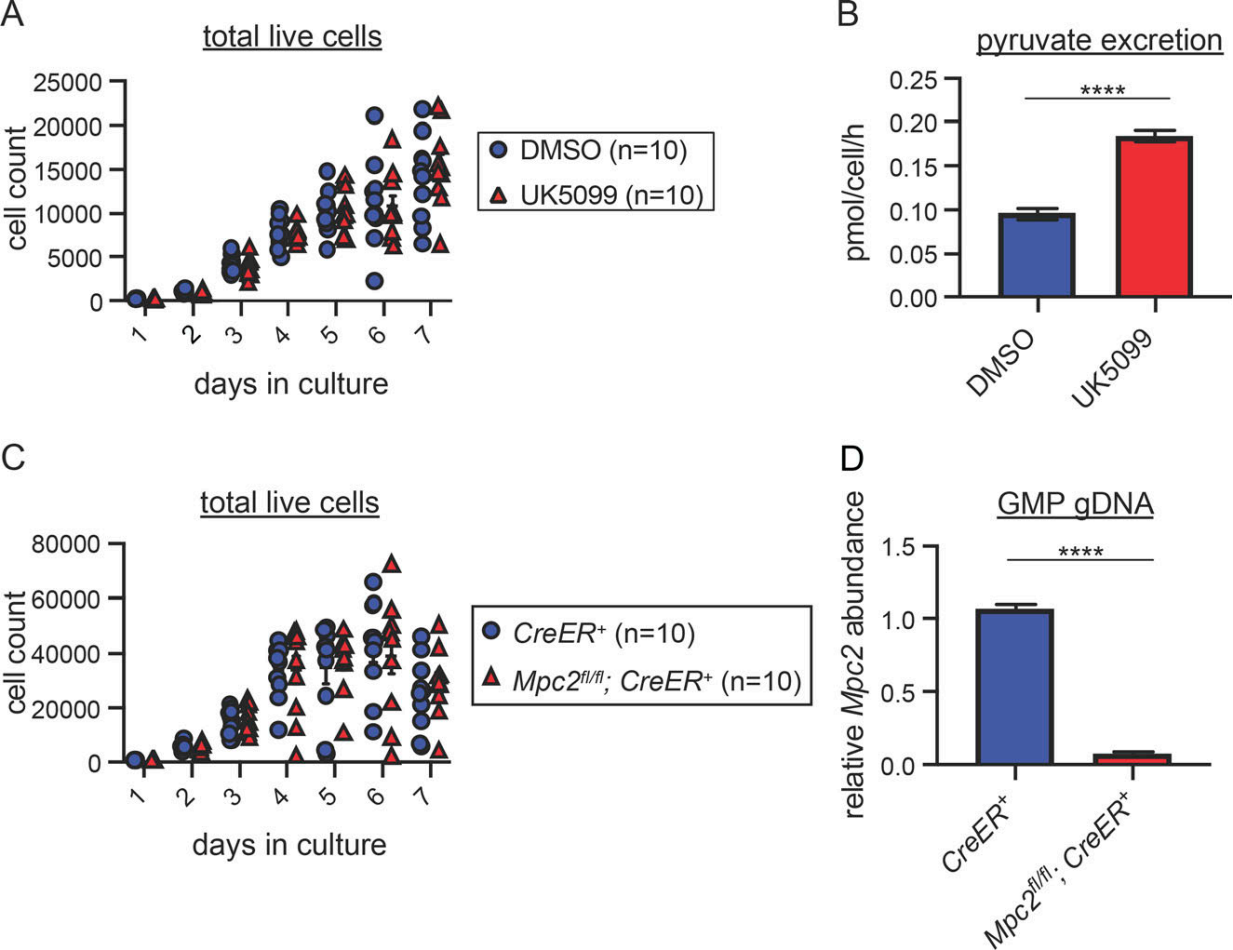
**In vitro GMPs do not require the MPC for survival. (A)** WT GMPs were cultured with DMSO or 10 μM UK5099 for 7 d. On each day of the culture, cells were harvested, and live cells were counted. One experiment with 10 technical replicates from two mice per group is depicted as a representative of four independent experiments. P values >0.05 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test are not depicted. **(B)** Pyruvate excretion rate in the media of GMPs cultured with DMSO or UK5099 over a 48-h culture. ****, P < 0.0001 by Student’s two-tailed *t* test. Mean values ± SEM are shown for four replicates from two independent experiments. **(C)** GMPs from *Mpc2*^*fl/fl*^*; ROSA26 CreER*^*+/−*^ or *ROSA26 CreER*^*+/−*^ mice were treated with 0.5 μM 4-OHT. On each day of the culture, cells were harvested, and live cells were counted. One experiment with 10 technical replicates from two mice per group is depicted as a representative of two independent experiments. P values >0.05 by Student’s two-tailed *t* test are not depicted. **(D)** Quantitative PCR analysis of genomic *Mpc2* deletion in GMPs from *Mpc2*^*fl/fl*^*; ROSA26 CreER*^*+/−*^ or *ROSA26 CreER*^*+/−*^ mice. GMPs were treated with 4-OHT for 2 d prior to DNA extraction. DNA quantification within loxP sites was quantified relative to WT cells and GAPDH. Mean values ± SEM are shown for four replicates from two independent experiments. ****, P < 0.0001 by one-way ANOVA with post-hoc Tukey’s multiple comparisons test.

To define the alternate carbon sources GMPs use in place of pyruvate, we performed stable isotope ^13^C tracing experiments. WT GMPs were cultured in media containing different ^13^C carbon sources for 24 h, and liquid chromatography/mass spectrometry (LC/MS) was used to analyze mass shifts in TCA cycle intermediates. ^13^C-glucose, which yields pyruvate through glycolysis, did not detectably contribute to the TCA cycle of in vitro GMPs (Fig. 7), consistent with our observations that UK5099 does not affect these cultures. We then traced ^13^C-labeled leucine, isoleucine, and valine to determine if GMPs utilize BCAAs in the TCA cycle given the upregulation of *Bcat1* in both recent and prolonged *Mpc2* KO GMPs relative to WT (Fig. 5, A–C). Labeling of TCA cycle intermediates was not observed (Fig. 7). With the upregulation of *Glul* in *Mpc2* recent KO GMPs relative to WT (Fig. 5 A), we also wanted to examine the usage of glutamine. Additionally, in a mouse model of colon cancer, *Mpc1* ablation in intestinal stem cells leads to the preferential use of the long-chain fatty acid palmitate in intestinal crypts, while adenomas utilize glutamine (Bensard et al., 2020). To determine if GMPs could be utilizing either of these carbon sources, we followed ^13^C-labeled glutamine and palmitate. While palmitate did not detectably contribute to the TCA cycle, carbons from glutamine did contribute to the intermediates malate and aspartate (Fig. 7). No contributions were observed from extracellular pyruvate directly or from lactate or alanine, which are also sources of pyruvate (Fig. 7). Additionally, no labeling of TCA cycle intermediates was observed following culture with ^13^C-acetate or the remaining amino acids (Fig. 7). These data indicate that myeloid progenitors use glutamine to drive the TCA cycle when not using pyruvate, at least in vitro.

**Figure 7.**
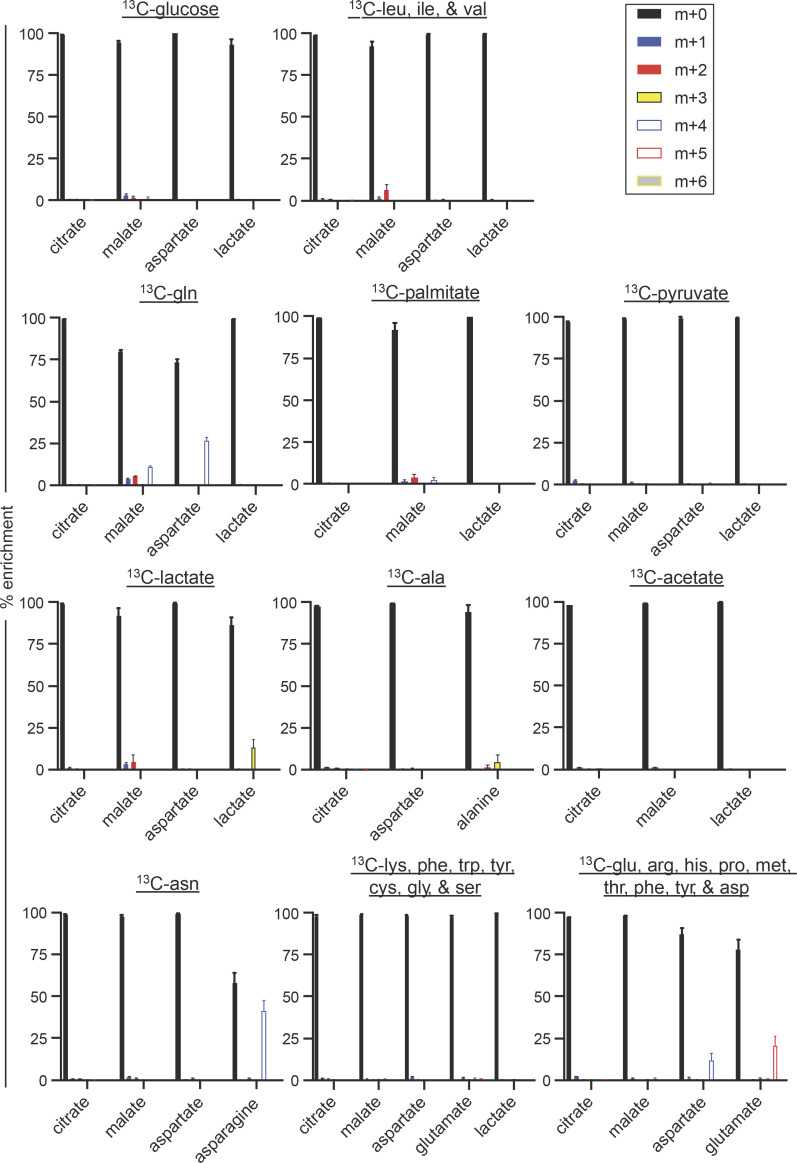
**GMPs use glutamine in vitro to generate TCA cycle intermediates.** LC/MS analysis of ^13^C incorporation into TCA cycle intermediates following a 24-h culture of WT GMPs with uniformly ^13^C-labeled glucose, BCAAs (leucine [leu]/isoleucine [ile]/valine [val]), glutamine (gln), palmitate, pyruvate, lactate, alanine (ala), acetate, asparagine (asn), lysine (lys)/phenylalanine (phe)/tryptophan (trp)/tyrosine (tyr)/cysteine (cys)/glycine (gly)/serine (ser), or glutamate (glu)/arginine (arg)/histidine (his)/proline (pro)/methionine (met)/threonine (thr)/phenylalanine (phe)/tyrosine (tyr)/aspartate (asp). Labeling data were corrected for natural-abundance ^13^C. Mean values ± SEM are shown for three to five replicates from two independent experiments for each ^13^C-labeled carbon source. Cells were pooled from five mice per each carbon source for each experiment.

### Mature myeloid cells fail to fully recover after deletion of both *Mpc2* and *Gls*

To determine if myeloid progenitors switch to glutaminolysis in vivo when mitochondrial pyruvate is unavailable, we crossed *Gls*^*fl/fl*^ mice to *Mpc2*^*fl/fl*^ mice (double KO [DKO]) and established mixed bone marrow chimeras. Myeloid cells from most DKO mutant chimeras experienced the initial sharp decline we observed in MPC2-deficient chimeras (Fig. 8 A). In these chimeras, myeloid cells recovered partially (Fig. 8 A), but not to the extent observed in myeloid cells that lacked only *Mpc2* (Fig. 3 A). Moreover, these results differ from those observed in cells lacking only *Gls*, which showed no competitive disadvantage to WT cells (Fig. 1 D and Fig. 3 C). Thus, the impaired recovery in DKO cells suggests that GMPs and CMoPs switch to glutaminolysis to recover from the loss of mitochondrial pyruvate. B and T cells were also progressively reduced upon deletion of both *Gls* and *Mpc2* (Fig. 8 A). DKO GMPs and CMoPs (Fig. 8 A; raw chimerism values in Fig. S5 A) were both reduced relative to *Mpc2* single KOs (Fig. 2 E). MEPs and CLPs were also reduced when both *Mpc2* and *Gls* were deleted (Fig. 8 B and Fig. S5 A). These data suggest other lineages can use either pyruvate or glutamine, whereas myeloid cells specifically require pyruvate but switch to glutaminolysis in its absence. Several DKO chimeras did not display myeloid cell loss (Fig. 8 A), likely due to inefficient deletion of *Mpc2* in these animals (Fig. S5, B and C). In contrast, *Gls* deletion was consistently efficient in DKO chimeras, as observed in genomic DNA from bone marrow cells and splenocytes after recent deletion (Fig. S5 B), and in RNA-seq of GMPs after prolonged deletion (Fig. S5 C).

**Figure 8.**
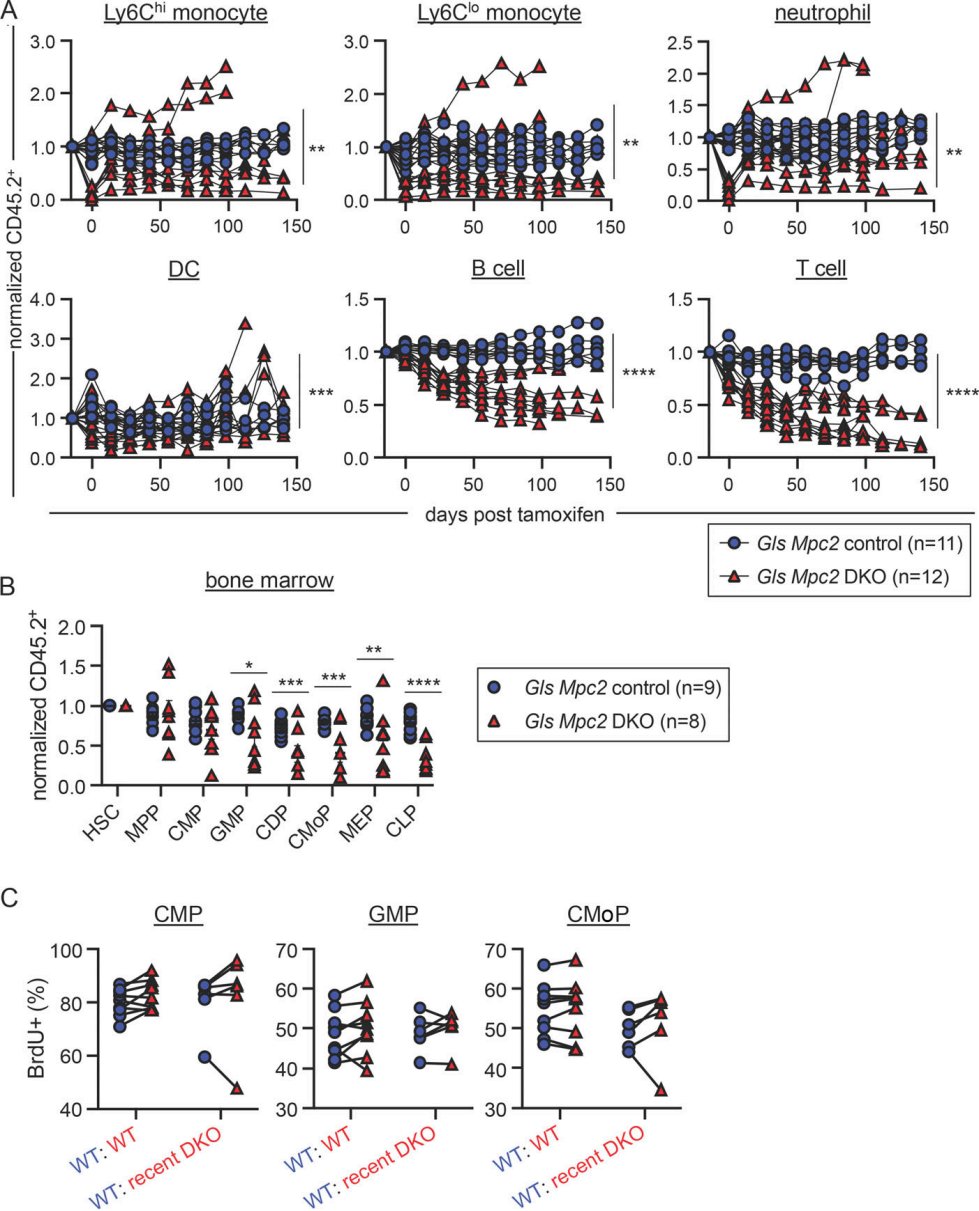
**Mature myeloid cells fail to fully recover after deletion of both *Mpc2* and *Gls*. (A)** Peripheral blood CD45.2 chimerism of mature cells was assessed every 2 wk. Values are normalized to pre-tamoxifen chimerism of each cell type. Each line represents longitudinal analysis of individual mice with a symbol at each time point measured. Data are pooled from two independent experiments. **, P < 0.01; ***, P < 0.001; ****, P < 0.0001 by paired two-way ANOVA with post-hoc Tukey’s multiple comparisons test. **(B)** CD45.2 chimerism of bone marrow progenitors normalized to HSC chimerism immediately following 2 wk of tamoxifen administration. Each symbol represents an individual mouse. Mean values ± SEM are shown. Data are pooled from two independent experiments. *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test. **(C)** BrdU incorporation was measured in both CD45.1^+^ (WT) and CD45.2^+^ (WT or recent deletion of *Gls* and *Mpc2*) CMPs, GMPs, and CMoPs following a 1-h pulse of BrdU. Each line connects CD45.1^+^ and CD45.2^+^ cells within the same mouse (*n* = 9 for WT chimeras and *n* = 6 for recent DKO chimeras). Mice in which *Mpc2* was <90% reduced relative to WT controls were excluded. Data are pooled from two independent experiments. P values >0.05 by paired two-way ANOVA with post-hoc Sidak’s multiple comparisons test are not depicted.

**Figure S5.**
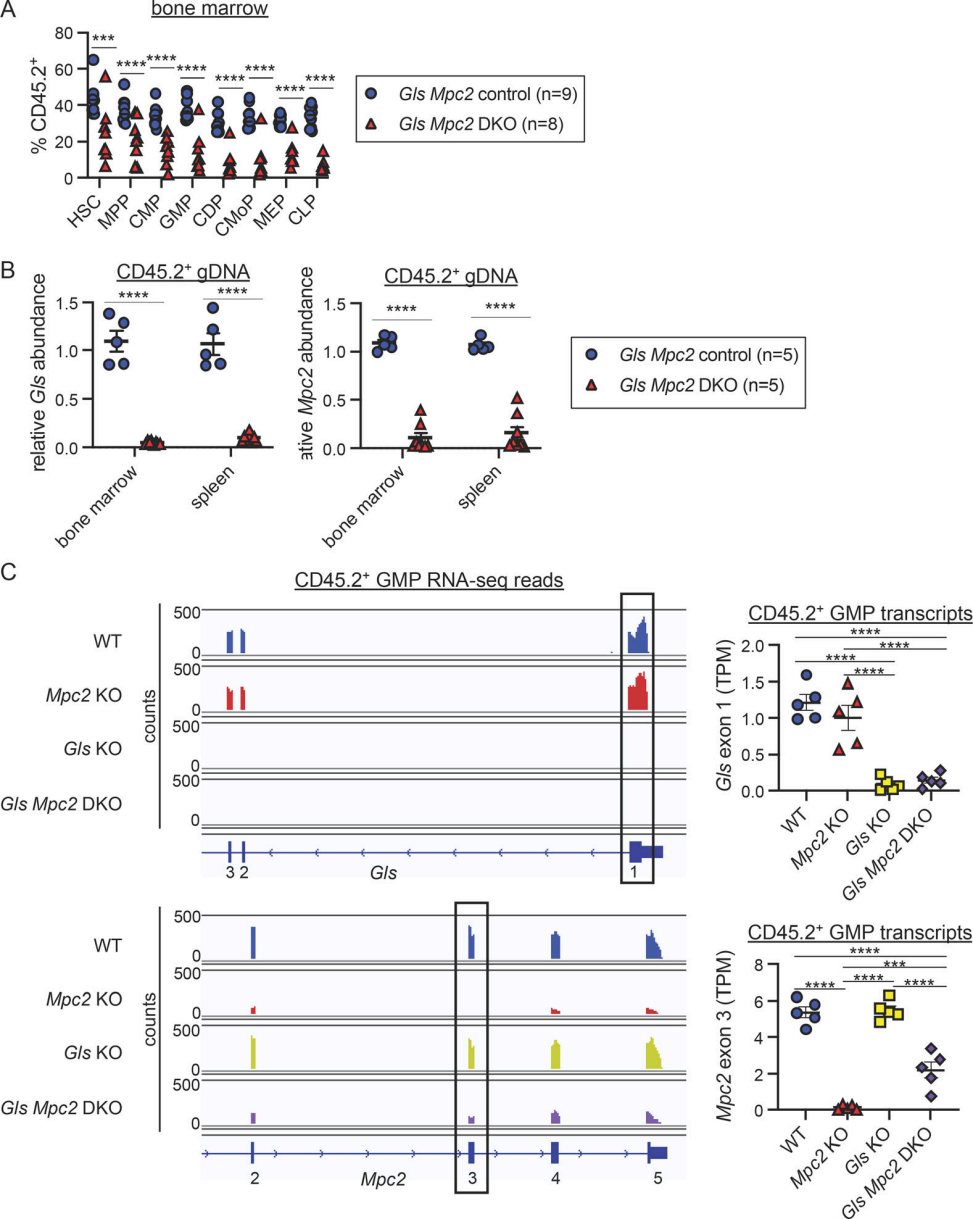
**Quantification of efficiency of *Gls* and *Mpc2* deletion. (A)** Raw chimerism frequencies for *Gls Mpc2* chimeras in Fig. 8 B. Each symbol represents an individual mouse. Mean values ± SEM are shown. Data are pooled from two independent experiments. ***, P < 0.001; ****, P < 0.0001 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test. **(B)** Quantitative PCR analysis of genomic *Gls* and *Mpc2* deletion in recent *Gls Mpc2* KO chimeras. CD45.2^+^ cells from the bone marrow or spleen were sorted for genomic DNA extraction. DNA quantification within loxP sites was quantified relative to WT cells and GAPDH. Mean values ± SEM are shown. Data are pooled from two independent experiments. ****, P < 0.0001 by Student’s two-tailed *t* test. **(C)** RNA-seq reads across exons 1–3 of *Gls* (top) and 2–5 of *Mpc2* (bottom) of CD45.2^+^ GMPs from *ROSA26 CreER*^*+/−*^ (WT), *Mpc2* KO, *Gls* KO, or *Gls Mpc2* DKO chimeras about 10 wk after tamoxifen treatment. Exon 1 of *Gls* and exon 3 of *Mpc2* are floxed in the appropriate genotyped mice. One representative trace for each genotype is shown using Integrative Genomics Viewer (left). TPMs were quantified for the floxed exon of *Gls* (top right) or *Mpc2* (bottom right). TPMs were calculated from reads obtained using DEXSeq. Each data point represents a mouse (*n* = 5 for each genotype). Mean values ± SEM are shown. ***, P < 0.001; ****, P < 0.0001 by one-way ANOVA with post-hoc Tukey’s multiple comparisons test.

To determine if the proliferation of myeloid progenitors was altered by the loss of both *Mpc2* and *Gls*, we performed a similar experiment as outlined in Fig. 4 A. Chimeras were injected with BrdU 1 h prior to sacrifice, and we assessed BrdU incorporation in both the WT CD45.1^+^ cells and control or recent DKO CD45.2^+^ cells within the same animals. Only chimeras in which *Mpc2* alleles were more than 90% deleted relative to WT controls were analyzed. The proliferation of WT and DKO CMPs, GMPs, and CMoPs was similar (Fig. 8 C). Similar levels of proliferation between DKO and WT cells are consistent with the minimal recovery of mature cells following the deletion of *Mpc2* and *Gls* (Fig. 8 A). These data demonstrate that glutamine is required for the proliferative burst of MPC2-deficient GMPs and CMoPs.

### Deletion of *Gls* delays emergency myelopoiesis

We next performed experiments to determine if glutaminolysis is only utilized in the absence of mitochondrial pyruvate or if it is also important in other more physiological settings of emergency myelopoiesis, such as that induced by cyclophosphamide, a chemotherapeutic drug. After cyclophosphamide treatment, mature myeloid cells are rapidly depleted and then recover through emergency myelopoiesis (Jacquelin et al., 2013; Park et al., 2012; Duggan et al., 2017). Control, *Gls* KO, and *Mpc2* KO chimeras were injected with cyclophosphamide, and mature cells were measured in the periphery for up to 7 d after treatment (Fig. 9 A). We then compared the mature cell recovery in WT CD45.1^+^ cells with control, *Mpc2* KO, or *Gls* KO CD45.2^+^ cells within the same animal. We observed a delayed recovery by GLS-deficient Ly6C^hi^ monocytes and neutrophils relative to WT controls (Fig. 9 B). MPC2-deficient Ly6C^hi^ monocytes and neutrophils demonstrated a similar recovery to their WT counterparts. B and T cells were also reduced following cyclophosphamide treatment, but their recovery was not affected by *Gls* or *Mpc2* deletion (Fig. 9 B). The involvement of glutaminolysis in emergency myelopoiesis was also examined in vitro. GMPs were sorted from WT or *Gls* KO chimeras and cultured with SCF, GM-CSF, IL-3, and IL-6 to induce emergency myelopoiesis (Lantz et al., 1998; Weber et al., 2015; Zhan et al., 1998; Metcalf, 1980; Metcalf et al., 1986; Walker et al., 1985; Walker et al., 2008; Cutler et al., 1985; Ihle et al., 1983; Kindler et al., 1986; Metcalf et al., 1987; Romani et al., 1996; Pojda et al., 1992; Peters et al., 1997; Bernad et al., 1994; Patchen et al., 1991). Cells were additionally treated with DMSO or UK5099 to examine the role of pyruvate in emergency myelopoiesis. While UK5099 did not alter CD45.2 chimerism or cell counts in either WT or GLS-deficient cells, there was a significant decrease in GLS-deficient cells relative to WT that slightly recovered over time (Fig. 9 C). These data demonstrate glutaminolysis promotes emergency but not steady-state myelopoiesis (Fig. 1 D and Fig. 3 C).

**Figure 9.**
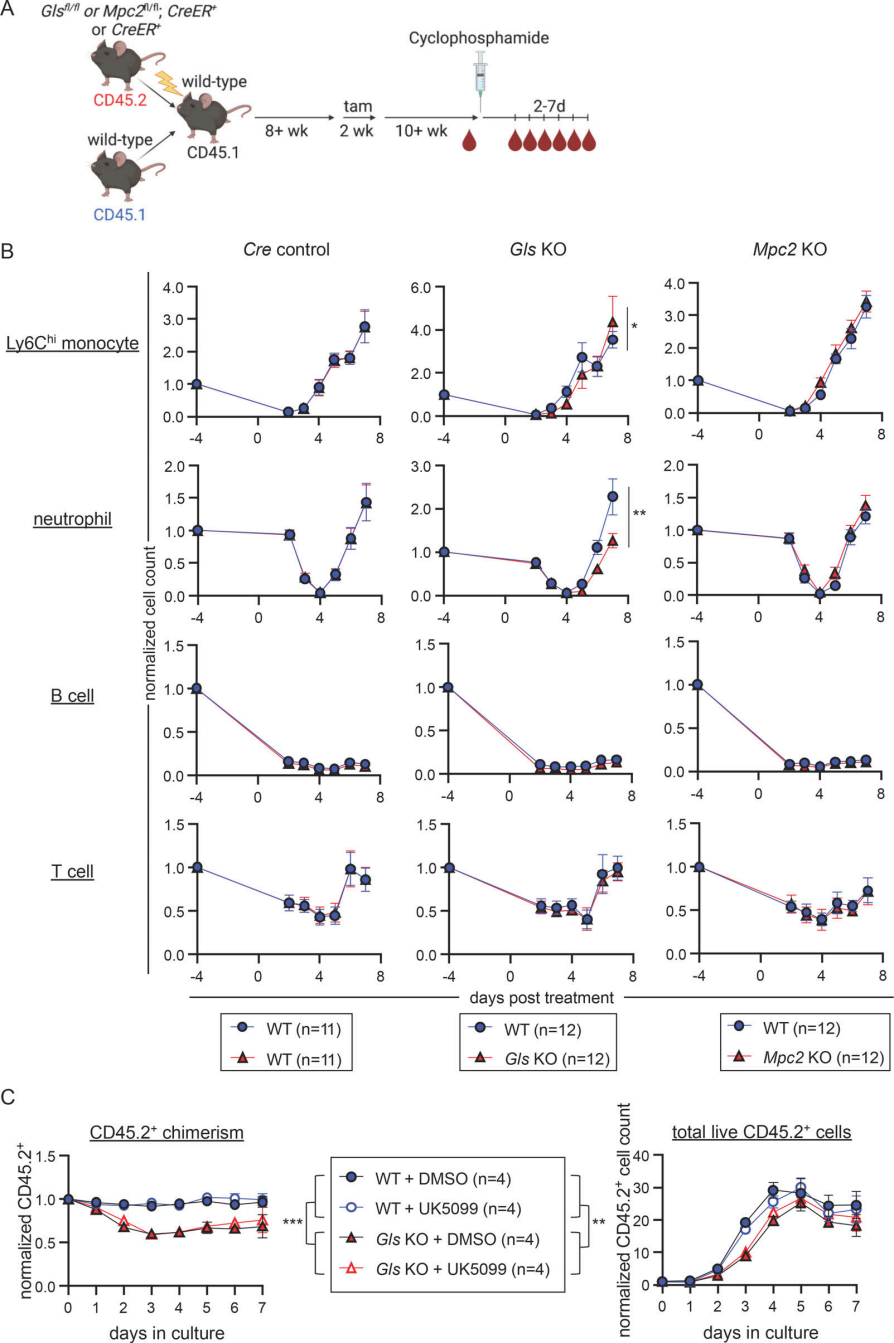
**Deletion of *Gls* delays emergency myelopoiesis. (A)** Schematic representation of cyclophosphamide experiment using *Gls* KO, *Mpc2* KO, and *Cre* only control mixed bone marrow chimeras. Chimeric mice were injected with cyclophosphamide and then were bled on days 2 through 7 after treatment. **(B)** Peripheral blood cell counts of both CD45.1^+^ (WT) and CD45.2^+^ (WT, *Gls* KO, or *Mpc2* KO) Ly6C^hi^ monocytes, neutrophils, B cells, and T cells from cyclophosphamide-treated chimeras. Values are normalized to pretreatment counts of each cell type. Data are pooled from two independent experiments. Mean values ± SEM are shown. *, P < 0.05; **, P < 0.01 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test. **(C)** GMPs from WT or *Gls* KO chimeras were cultured with DMSO or 10 μM UK5099 in the presence of IL-3 and IL-6 for 7 d. On each day of the culture, cells were harvested and CD45.2 chimerism (left) and live cell counts (right) were obtained. Chimerism is normalized to the chimerism of the sorted GMPs. Cell counts are normalized to the total number of CD45.2^+^ cells plated on day 0. Data are pooled from two independent experiments with a total of 14 replicates from four mice per group. Mean values ± SEM are shown. **, P < 0.01; ***, P < 0.001 by two-way ANOVA with post-hoc Tukey’s multiple comparisons test.

To further test the importance of *Mpc2* and/or *Gls* on steady-state and emergency myelopoiesis, we generated non-competitive chimeras with WT, *Mpc2* KO, *Gls* KO, or *Gls Mpc2* DKO donor bone marrow. Mice were provided tamoxifen chow to induce deletion and were monitored for signs of moribundity and survival. Severe neutropenia can cause mortality due to the inability to maintain microbial homeostasis at barrier surfaces. All *Gls Mpc2* DKO chimeras showed severe signs of moribundity warranting euthanasia or died between days 7 and 9 of tamoxifen administration (Fig. 10). *Mpc2* KO chimeras survived slightly longer, with animals persisting between 8 and 10 d. These data provide additional support for the importance for MPC2 in steady-state myelopoiesis. Unexpectedly, *Gls* KO chimeras also started dying at day 10, with just one mouse surviving at least 75 d following tamoxifen administration (Fig. 10). These data suggest that either emergency myelopoiesis is engaged relatively frequently even without intentional acute insults or that GLS is potentially required for hematopoietic effector functions that we did not test here.

**Figure 10.**
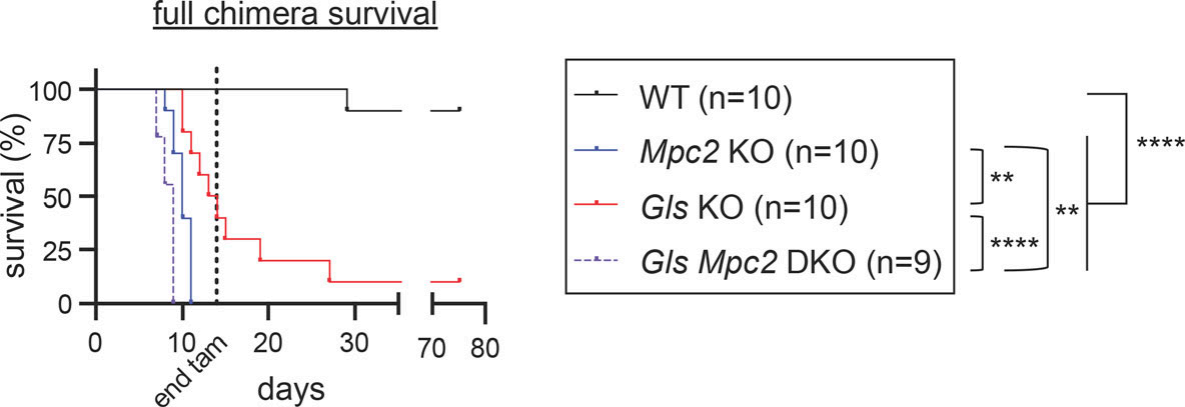
**Full chimeras do not survive deletion of *Mpc2* and/or *Gls*.** Full chimeras were generated with bone marrow from WT (*ROSA26 CreER*^*+/−*^), *Mpc2* KO (*Mpc2*^*fl/fl*^*; ROSA26 CreER*^*+/−*^), *Gls* KO (*Gls*^*fl/fl*^*; ROSA26 CreER*^*+/−*^), or *Gls Mpc2* DKO (*Gls*^*fl/fl*^ *Mpc2*^*fl/fl*^*; ROSA26 CreER*^*+/−*^) donors. Chimeras were provided tamoxifen chow for 14 d, and severe moribundity and survival were monitored over time. The single WT mouse that died was found in a flooded cage, suggesting an unrelated death. Data are pooled from two independent experiments. **, P < 0.01; ****, P < 0.0001 by log-rank test.

## Discussion

Hematopoietic stem and progenitor cells maintain homeostasis by matching blood lineage replenishment to the rate of mature cell loss. A failure to maintain homeostasis can lead to myeloproliferative disorders and cancer, lymphopenia and susceptibility to infection, and anemia from reduced RBCs. To maintain homeostasis, stem and progenitor cells must continuously replenish mature cells, whether due to normal turnover of downstream lineages or from a significant loss of cells due to acute insults. In these two examples, the rates of replenishment required to maintain or restore homeostasis are markedly different. The extreme loss of mature cells necessitates the rapid proliferation and differentiation of progenitors (Bhattacharya et al., 2006; Cheshier et al., 2007). However, during a steady state, distinct pathways are presumably engaged to maintain but not overproduce cells. Our results here provide support for this concept, as mitochondrial pyruvate metabolism and glutaminolysis are toggled during steady-state and emergency myelopoiesis. Ensuring that only affected lineages are expanded and restored adds an additional level of specificity and complexity to this problem.

Under steady-state conditions, a progressive switch from glycolysis to oxidative phosphorylation promotes ATP production to support transit amplification (Takubo et al., 2013; Yu et al., 2013; Wang et al., 2014; Maryanovich et al., 2015; Ito and Suda, 2014; Nakamura-Ishizu et al., 2020; Simsek et al., 2010; Suda et al., 2011; Ho et al., 2017). Here, we demonstrated that the genetic ablation of pyruvate import into mitochondria sharply reduced mature myeloid cells, but these cells recovered rapidly due to a transient proliferative burst specifically by myeloid progenitors. Interestingly, this burst was observed in GMPs and CMoPs, but not in upstream CMPs. Perhaps, earlier progenitors developmentally closer to HSCs have not fully switched to oxidative phosphorylation and can continue to rely on glycolysis for energy production. The recovery of MPC2-deficient myeloid cells occurred in competition with WT cells, demonstrating that this proliferative burst was intrinsic to cells devoid of mitochondrial pyruvate import. The burst was lineage specific and only transient. Thus, MPC2-deficient myeloid cells did not continue to outcompete their WT competitors at later time points, which otherwise would have led to a myeloproliferative disorder. Moreover, an accompanying burst in multipotent and lymphoid progenitors, which might have led to an overproduction of irrelevant lineages, was not observed. These findings are consistent with prior studies showing relatively stable numbers of circulating mature cells despite marked changes in nutrient availability, altered by circadian rhythms and diet (Pickel and Sung, 2020; Potter et al., 2016; Schlierf and Dorow, 1973). These data further highlight the precise control progenitors have in maintaining homeostasis.

While the proliferative burst in progenitors promotes myeloid homeostasis after *Mpc2* ablation, stopping this burst following myeloid recovery would seem equally as important. One possible mechanism is that MPC2-deficient progenitors briefly switch to lactate production due to increased cytosolic pyruvate. This has been shown to occur in tumors as part of the Warburg effect, leading to the regeneration of nicotinamide adenine dinucleotide (NAD^+^), which in turn enables repeated cycles of glycolysis and biomass production to enable rapid proliferation (DeBerardinis et al., 2008; Vander Heiden et al., 2009; Warburg, 1925). Yet once MPC2-deficient progenitors switch to glutaminolysis, feedback mechanisms such as citrate-mediated inhibition of phosphofructokinase activity (Garland et al., 1963; Poorman et al., 1984) might shut down this increased glycolysis and normalize the proliferative rate. These changes are difficult to directly observe in vitro, as demonstrated by our experiments in which mitochondrial pyruvate was minimally utilized even by untreated WT myeloid progenitors. Yet consistent with this possible mechanism, deletion of lactate dehydrogenase A permanently impairs proliferation of hematopoietic progenitors in vivo, as does loss of the M2 isoform of pyruvate kinase (PKM2), which limits the initial formation of pyruvate (Wang et al., 2014).

When we ablated both *Gls* and *Mpc2*, the recovery of mature myeloid cells was significantly impaired, even though deletion of *Gls* alone had no discernable effect. This suggests that glutaminolysis is functionally required following acute loss of myeloid cells and/or for rapid progenitor proliferation but not steady-state myelopoiesis. Reciprocally, MPC2 is required for steady-state but not emergency myelopoiesis. Relevant to this point, many malignancies engage Warburg metabolism, which promotes conversion of pyruvate to lactate rather than oxidation in the mitochondria. Indeed, the removal of glutamine from cultures, knocking down glutamine transporters, and pharmacologically inhibiting GLS in acute myeloid leukemia reduce leukemic cell proliferation while increasing apoptosis (Gallipoli et al., 2018; Jacque et al., 2015; Willems et al., 2013). Our genetic data here demonstrate that glutaminolysis inhibition does not impact normal progenitors under steady-state conditions, suggesting that such treatments are worth exploring for the treatment of disorders such as acute myeloid leukemia.

While our data demonstrate an important role for glutamine in the absence of mitochondrial pyruvate in myeloid cells, the ablation of both *Gls* and *Mpc2* did not eliminate these populations and a slight recovery from the initial decline was observed. Additionally, in cyclophosphamide-induced myeloablation experiments, GLS-deficient myeloid cells had a delayed recovery relative to controls but still did return to pretreatment levels. Thus, there might be additional carbon sources that promote recovery. For example, while MPC1 deficiency in mice leads to lethality around embryonic day 13.5, administering pregnant dams a ketogenic diet restores embryonic development (Vanderperre et al., 2016). Additionally, ablation of *Mpc1* in the intestinal epithelium of mice leads to increased palmitate oxidation relative to WT controls in ex vivo intestinal crypts (Bensard et al., 2020). Similarly, although myeloid progenitors primarily switch to glutaminolysis in the absence of mitochondrial pyruvate, we have previously observed that MPC2-deficient neutrophils can be rescued by retroviral transduction with a long-chain fatty acid transporter (Lam et al., 2016; Schaffer and Lodish, 1994). Although we did not observe contributions from palmitate in vitro, preliminary experiments showed a selection against cells that had deleted both *Cpt2* and *Mpc2* in DKO chimeras. These data suggest a possible role for long-chain fatty acid oxidation to complement MPC2 deficiency in vivo. Additionally, while we did not trace carbons from BCAAs to TCA cycle intermediates in vitro, RNA-seq revealed an upregulation of *Bcat1* in MPC2-deficient GMPs relative to WT, suggesting BCAAs may also be utilized.

When we depleted mature myeloid cells with cyclophosphamide in chimeras to observe the role of metabolic pathways in emergency myelopoiesis, GLS-deficient myeloid cells had a delayed recovery relative to controls. Given that glutaminolysis is dispensable for homeostatic myelopoiesis, these data suggest that different metabolic pathways are required to maintain cells at a steady state and to promote recovery following an acute insult. This difference in metabolic pathways utilized could be connected to factors that differ between steady-state and emergency myelopoiesis, such as cytokines. GM-CSF, G-CSF, and M-CSF promote survival, proliferation, and myeloid differentiation. Following systemic infection, which commonly induces emergency hematopoiesis or in the context of myeloproliferative disorders, the concentrations of these cytokines in the serum are up to 100-fold higher than those found in the steady state (Hamilton, 2008; Kawakami et al., 1990; Selig and Nothdurft, 1995; Watari et al., 1989). Thus, the in vitro experiments we performed with progenitors may have been more representative of emergency myelopoiesis, thereby explaining why we did not observe any functional contribution of mitochondrial pyruvate metabolism. With the addition of IL-3 and IL-6 to cultures to further induce emergency myelopoiesis, we again did not observe a phenotype with MPC inhibition. We did, however, see reduced proliferation of GLS-deficient cells relative to controls. Differences in the levels of these cytokines might mediate metabolic switches during steady-state and emergency myelopoiesis. Similarly, proliferation-terminating cytokines, such as transforming growth factor β1 (TGFβ1), might act through metabolic pathways to enforce relative quiescence (Hérault et al., 2017).

Nonetheless, the proliferation of myeloid progenitors triggered by the loss of MPC2 was initiated cell-intrinsically rather than by feedback from loss of mature cells. These data suggest the ability of progenitors to adjust in anticipation of the loss of their mature progeny. In the example we provide here, this adaptation is triggered by a metabolic switch that more dramatically impacts mature cells than the upstream progenitors. In this setting, glutaminolysis is again required for rapid recovery. Together, the data suggest that pyruvate metabolism and glutaminolysis serve as general metabolic toggles to switch between steady-state and emergency myelopoiesis.

## Materials and methods

### Mice

All animal procedures used in this study were approved by the Animal Care and Use Committees at Washington University in St. Louis and the University of Arizona. C57BL6/N and B6.Ly5.2 (CD45.1) mice were obtained from Charles River Laboratories. β-Actin GFP transgenic mice were obtained from The Jackson Laboratory (stock number 006567). *Mpc2*^*fl/fl*^ mice were kindly provided by B.N. Finck (McCommis et al., 2015; currently available from The Jackson Laboratory, stock number 032118). *Cpt2*^*fl/fl*^ mice were kindly provided by M.J. Wolfgang (Lee et al., 2015). *Gls*^*fl/fl*^ mice were obtained from The Jackson Laboratory (stock number 017894; Mingote et al., 2016). All floxed mouse lines were crossed to *ROSA26 CreER* mice obtained from The Jackson Laboratory (stock number 008463). Littermates were used when possible.

### Mixed bone marrow chimeras

To generate mixed bone marrow chimeras, bone marrow cells from a CD45.2 donor mouse carrying floxed alleles were mixed 1:1 or 1:9 with bone marrow cells from B6.Ly5.2 CD45.1 mice (or β-actin GFP transgenic mice for *Gls* chimeras). Full chimeras were generated using only bone marrow cells from CD45.2 donor mice. 10 × 10^6^ total mixed bone marrow cells were injected retro-orbitally into 800 cGy-irradiated B6.Ly5.2 CD45.1 mice. Recipient mice were administered Sulfatrim (40 mg/ml sulfamethoxazole and 8 mg/ml trimethoprim) via drinking water for 2 wk. Chimeras were rested for at least 8 wk to allow reconstitution. Peripheral blood chimerism was assessed through tail venipuncture prior to tamoxifen administration. To induce deletion, tamoxifen was administered in their diet (400 mg tamoxifen citrate/kg diet; Envigo) for 2 wk.

For *Mpc2* retroviral chimeras, bone marrow cells were c-kit–enriched using CD117 microbeads (Miltenyi Biotec), and 50,000–100,000 cells were cultured in a 96-well plate in DMEM/F12 supplemented with 10% FBS, HEPES, non-essential amino acids, sodium pyruvate, glutamine, 50 μM β-mercaptoethanol (Gibco), 50 ng/ml SCF (Peprotech), and 50 ng/ml thrombopoietin (Peprotech) at 37°C with 5% CO_2_ (Lam et al., 2016). The following day, 5 μl of *Mpc2* retrovirus was added to each well. A day after infection, cells were mixed 1:1 with WT CD45.1^+^ cells (similarly cultured but not infected) and transplanted as described above. For retrovirus production, *Mpc2* constructs were cloned into a murine stem cell virus–IRES plasmid. Lenti-X 293Ts (Clonentech) were transfected at about 60% confluency in a 10 cm^2^ tissue culture dish using 30 μl FuGene HD (Promega), 1.75 μg pMD2.G vector, 3.25 μg pBS CMV-gag-pol (Addgene), and 5 μg *Mpc2* retroviral vector. 4–6 h after transfection, the medium was changed. At both 48 and 72 h later, the supernatant was collected and filtered through 0.45 μm syringe filters. 3 ml of 1× PBS/25% polyethylene glycol 8000 (Sigma-Aldrich) was mixed with 12 ml of the harvested viral supernatant and then incubated at 4°C. The following day, the mixture was spun down at 3,000 *g* for 20 min. The supernatant was removed, and 100 μl of PBS was used to resuspend the pellet. Aliquots were prepared and then stored at −80°C until the time of use.

### Mouse tissue processing

Spleens were harvested and dissociated using frosted glass microscope slides. Femurs, tibiae, and pelvic bones were isolated and crushed with a mortar and pestle. RBCs were lysed using a 0.15 M NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA, pH 7.2 solution (ACK). Non-cellular debris was removed by gradient centrifugation for 10 min at 2,000 *g* using Histopaque 1119 (Sigma-Aldrich). Interface cells were collected, washed, and then filtered through a 70 μm nylon mesh prior to antibody staining or downstream applications. Peripheral blood was collected in 10 mM EDTA/PBS via tail venipuncture of warmed mice. RBCs were lysed with ACK prior to antibody staining. For platelets, immediately following bleeding and prior to ACK lysis, 2% dextran sulfate/PBS was added to blood samples. Samples were centrifuged at 200 *g* for 20 min at room temperature. The supernatant was transferred to a new tube and centrifuged at 1,100 *g* for 10 min at room temperature to pellet platelets.

### Flow cytometry

Single-cell suspensions were prepared from spleen, bone marrow, or peripheral blood. Cells were resuspended in PBS with 5% adult bovine serum and 2 mM EDTA prior to staining. The following antibodies were purchased from BioLegend: CD3 (clone 17A2)—PE/Dazzle 594, Brilliant Violet 510, PerCP/Cy5.5; B220 (RA3-6B2)—Alexa Fluor 700, APC, Brilliant Violet 421, FITC; I-A/I-E (M5/114.15.2)—Biotin, Brilliant Violet 711; Ly-6C (HK1.4)—Brilliant Violet 510, FITC; Ly-6G (1A8)—Brilliant Violet 785, FITC, PE; CD45.1 (A20)—APC/Cyanine 7, Brilliant Violet 605, PE/Cy7; CD45.2 (104)—APC/Cy7, Brilliant Violet 421, Brilliant Violet 510; NK-1.1 (PK136)—PE; IgD (11-26c.2a)—Brilliant Violet 605; CD90.1 (OX-7)—FITC; CD115 (AFS98)—Brilliant Violet 711; CD127 (A7R34)—Biotin; CD138 (281-2)—Brilliant Violet 650, Brilliant Violet 510; CD150 (TC15-12F12.2)—Brilliant Violet 421, Alexa Fluor 647; IgM (RMM-1)—APC; Ly-6A/E (E13-161.7)—PE; Ly-6G/Ly-6C (RB6-8C5)—APC; Streptavidin—APC/Cy7, Brilliant Violet 650, Brilliant Violet 711; CD61 (2C9.G2 [HMβ3-1])—PE; CD8 (53-6.7)—Alexa Fluor 700; CD11b (M1/70)—Alexa Fluor 488, PerCP/Cy5.5; CD11c (N418)—APC/Cyanine7, Biotin; CD16/32 (93)—PerCP/Cyanine5.5; CD34 (MEC14.7)—Brilliant Violet 421. The following antibodies were purchased from eBioscience: CD115 (AFS98)—Biotin; Ly-6G/Gr-1 (RB6-8C5)—PE-Cy5; CD4 (GK1.5)—PE-Cy5; CD8 (53-6.7)—PE-Cy5; CD11b (M1/70)—PE-Cy5; CD27 (LG.7F9)—APC; CD34 (RAM34)—FITC. The following antibodies were purchased from BD: CD11b (M1/70)—BUV395, BUV661, PE-Cy7; CD4 (RM4-5)—PE-Cy7; CD8 (53-6.7)—BUV 805; CD135 (A2F10.1)—PECF594; Streptavidin—BV421, BV605; CD3 (clone 17A2)—PE; CD27 (LG.3A10)—BUV805; CD34 (RAM34)—BV786. The following antibodies were purchased from Invitrogen: CD11c (N418)—PerCP-Cyanine5.5; CD115 (AFS98)—APC; IgM (II/41)—PerCP-eFluor 710, FITC; CD117 (2B8)—PE-Cyanine7; TER-119 (TER-119)—PE-Cyanine7; CD4 (RM4-5)—Pacific Orange; CD16/32 (93)—APC; and CD34 (RAM34)—Alexa Fluor 700. DAPI and propidium iodide were purchased from Sigma-Aldrich. Cells were analyzed on a BD LSR II, BD Fortessa, BD Fortessa X-20, or Cytek Aurora. All fluorescence-activated cell sorting was performed on a BD FACS Aria II or III. Data were analyzed using FlowJo software (FlowJo Enterprise).

### Quantitative PCR analysis

To quantify the deletion of *Cpt2*, *Gls*, and *Mpc2*, 50,000–150,000 CD45.2^+^ cells were sorted from the spleen, bone marrow, or peripheral blood of chimeras into PBS with 5% adult bovine serum. DNA was isolated using the Genomic DNA Mini Kit (IBI Scientific). Quantitative PCR was then used to determine the extent of deletion. Normalization control primers amplified a region of GAPDH (forward primer: 5′-AAC​TTT​GGC​ATT​GTG​GAA​GG-3′ and reverse primer 5′-GGA​TGC​AGG​GAT​GAT​GTT​CT-3′). Primers for *Cpt2*, *Gls*, and *Mpc2* amplified a region within the loxP sites. The *Cpt2* forward primer was 5′-GAT​GGC​TGA​GTG​CTC​CAA​AT-3′, and the reverse was 5′-GCC​AGA​CCC​AAG​GTG​TTC​T-3′. The *Gls* forward primer was 5′-ATC​TCC​TTG​CCC​TCG​CTG​T-3′, and the reverse was 5′-CGC​CCT​CGG​AGA​TCC​TAC-3′. The *Mpc2* forward primer was 5′-CCC​CAC​CGT​GTC​TTA​ATG​TC-3′, and the reverse was 5′-CAC​AGT​GGA​CTG​AGC​TGT​GC-3′. PCR reactions were performed in 20 μl containing SYBR Green PCR Master Mix (Applied Biosystems) and 10 μM of each primer. Reactions were performed in a StepOnePlus realtime qPCR machine (Applied Biosystems) with 40 cycles of the following program: 94°C, 30 s; 59.1°C, 30 s; 72°C, 30 s; followed by a melt-curve analysis. Quantification was calculated using normalized ΔC_t_ values. An average from WT samples was used to estimate a value of 1.

### BrdU pulse and pulse-chase experiments

For BrdU pulse experiments, mice were injected with 1 mg BrdU intraperitoneally 1 h prior to sacrifice. For BrdU pulse-chase experiments, mice were provided with 0.8 mg/ml BrdU in their drinking water, replaced daily for 7 d. At the end of the 7 d, mice were returned to normal drinking water and were bled that day and the following 3 d. Cells were then processed and stained for BrdU incorporation with the FITC BrdU Flow Kit (BD) per the manufacturer’s instructions.

### RNA-seq

Single-cell suspensions of bone marrow cells were generated as per the tissue processing section. CD27^+^ cells were enriched using APC microbeads (Miltenyi Biotec). CD45.2^+^ GMPs were sorted from WT (*ROSA26 CreER*^*+/−*^), *Mpc2*, *Gls*, and *Gls Mpc2* KO chimeras at the end of tamoxifen treatment or about 10 wk after tamoxifen treatment into Buffer RA1 (Macherey-Nagel). RNA was isolated using the NucleoSpin RNA XS kit (Macherey-Nagel). Sequencing libraries were generated by Novogene using the SMARTseq V4 kit (Takara Bio). Paired-end 150 bp reads were acquired by Novogene using Illumina NovaSeq. For quantification of differences in gene expression, reads were mapped to Gencode’s M27 annotation files, and transcript abundances were calculated using Salmon (Patro et al., 2017). DESeq2 was used to quantify differentially expressed genes (Love et al., 2014). To analyze exon usage, fastq files were first aligned to the mm10 genome using HISAT2 (Kim et al., 2015). HISAT2 bam files were then visualized using Integrative Genomics Viewer (Thorvaldsdóttir et al., 2013) and used to quantify transcripts per kilobase million (TPM) for floxed exons via DEXSeq (Anders et al., 2012). RNA-seq data are available in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO; recent KO accession number GSE225578 and prolonged KO accession number GSE184548). Venn diagrams were generated at https://www.meta-chart.com/venn#/data.

### GMP cultures

Single-cell suspensions of bone marrow cells were generated as per the tissue processing section. C-kit^+^ cells were enriched using CD117 microbeads (Miltenyi Biotec). GMPs were sorted into RPMI containing 10% FBS, glutamine, and penicillin/streptomycin. 50,000–100,000 GMPs were cultured for pyruvate excretion analysis or ^13^C tracing experiments, while 1,000 GMPs were plated for 7-d differentiation analysis in RPMI containing 10% FBS, glutamine, penicillin/streptomycin, 10 ng/ml GM-CSF (PeproTech), and 10 ng/ml SCF (PeproTech). When C57BL6/N mice were used as the source of GMPs, DMSO or 10 μM UK5099 (Sigma-Aldrich) was added to the medium as vehicle control or to inhibit MPC. When GMPs were obtained from *Mpc2*^*fl/fl*^*; ROSA26 CreER*^*+/−*^ or *ROSA26 CreER*^*+/−*^ mice, 0.5 μM 4-OHT (Sigma-Aldrich) was added to the medium at the time of plating. On day 2 of culture, the medium was changed to fresh medium without 4-OHT. For emergency myelopoiesis experiments, GMPs were obtained from chimeras following 2 wk of tamoxifen administration. Emergency myelopoiesis was induced by adding 10 ng/ml IL-3 (Peprotech) and 10 ng/ml IL-6 (Peprotech) to the culture medium. Cells were incubated at 37°C with 5% CO_2_.

### Nutrient-uptake analysis

GMPs were sorted and cultured as described above. GMPs were collected on day 3 of culture, washed with PBS, replated in fresh media, and returned to the incubator for 48 h. The spent media was collected. The extraction solvent methanol/acetonitrile (ACN)/water (2:2:1) containing isotope-labeled internal standards ([U-^13^C_6_]glucose; [U-^13^C_3_]lactate; [U-^13^C_5_]glutamine; and [U-^13^C_5_]glutamate; Cambridge Isotope Laboratories) were spiked into media samples. Samples were vortexed for 30 s, incubated for 1 min in liquid nitrogen, and then sonicated for 10 min. Following a 1-h incubation at −20°C, the samples were centrifuged at 14,000 rpm for 10 min. The supernatant was analyzed by using an Agilent 1290 UHPLC system coupled to an Agilent 6540 quadruple time-of-flight mass spectrometer. The consumption rates (*x*) were normalized by cell growth over the experimental time period using the following algorithm (*N*_*0*_, starting cell number; *t*, incubation time; *DT*, doubling time; and *Y*, nutrient utilization).

$$Y=\int_{0}^{t}x\cdot N_{0}\cdot 2^{\frac{t}{DT}}\cdot dt$$

### Isotope labeling and metabolite extraction

GMPs were sorted and cultured as described above. Cells were collected on day 4 of culture, washed with PBS, and replated in the appropriate media (listed below) for 24 h. Following incubation, cells were collected, washed with PBS, washed with high-performance liquid chromatography (HPLC)–grade water, and quenched with HPLC-grade methanol. Pellets were dried using a SpeedVac. Dried cell pellets were extracted with 1 ml methanol/ACN/water (2:2:1). Samples were vortexed for 30 s, incubated for 1 min in liquid nitrogen, and then sonicated for 10 min. This process was repeated three times. After a 1-h incubation at −20°C, samples were centrifuged at 14,000 rpm for 10 min. The supernatant was collected and dried via SpeedVac and reconstituted in ACN/water (1:1) for LC/MS analysis.

All U-^13^C carbon sources were obtained from Cambridge Isotope Laboratories. For all ^13^C experiments, the base medium was RPMI containing 10% FBS, glutamine, penicillin/streptomycin, 10 ng/ml GM-CSF, and 10 ng/ml SCF, unless noted otherwise, and supplemented with ^13^C carbon sources. For glucose, glucose-free RPMI was used to make the base medium instead of standard RPMI and was supplemented with 11.1 mM ^13^C-glucose. For glutamine, glutamine-free RPMI was used, glutamine was left out of the base medium, and 4 mM ^13^C-glutamine was added. For palmitate, 100 μM ^13^C-palmitate-BSA and 100 μM oleate-BSA was added. For pyruvate, 100 μM ^13^C-pyruvate was supplemented. Concentrations used for all other ^13^C tracing experiments were as follows: 3 mM ^13^C-lactate, 400 μM ^13^C-alanine, 500 μM ^13^C-acetate, 430 μM ^13^C-asparagine, 382 μM ^13^C-leucine, 382 μM ^13^C-isoleucine, 171 μM ^13^C-valine, 220 μM ^13^C-lysine, 91 μM ^13^C-phenylalanine, 60 μM ^13^C-tryptophan, 110 μM ^13^C-tyrosine, 336 μM ^13^C-cysteine, 133 μM ^13^C-glycine, 286 μM ^13^C-serine, 136 μM ^13^C-glutamate, 1.15 mM ^13^C-arginine, 97 μM ^13^C-histidine, 174 μM ^13^C-proline, 101 μM ^13^C-methionine, 168 μM ^13^C-threonine, 91 μM ^13^C-phenylalanine, 110 μM ^13^C-tyrosine, and 150 μM ^13^C-aspartate.

### LC/MS analysis

Media samples and cell extracts were analyzed with Agilent 1290 UHPLC system coupled to an Agilent 6540 quadruple time-of-flight mass spectrometer. Polar metabolites were separated on a zic-pHILIC column (100 × 2.1 mm, 5 μm, polymer; Merck-Millipore) with a ZIC-pHILIC guard column (20 × 2.1 mm, 5 μm, polymer; Merck-Millipore). The column compartment temperature was 40°C. Mobile phase A was 95% water and 5% ACN with 20 mM ammonium bicarbonate, 0.1% ammonium hydroxide solution, and 2.5 μM medronic acid. The ammonium hydroxide solution was purchased as 25% ammonia in water (Honeywell). Mobile phase B was 95% ACN and 5% water with 2.5 μM medronic acid. Separation was carried out with a flow rate of 250 μl min^−1^ and the following linear gradients: 90% B from 0 to 1 min, 90–25% B from 1 to 14 min, 25% B from 14 to 15.5 min, and 25% B to 90% B from 15.5 to 18 min. The column was equilibrated with 90% B for 10.5 min at a flow rate of 400 μl min^−1^ and 1.5 min at a flow rate of 250 μl min^−1^. Mass spectrometry detection was accomplished in negative ionization mode with the following settings: gas temperature, 200°C; sheath gas temperature, 300°C; drying gas flow rate, 10 liters min^−1^; sheath gas flow rate, 12 liters min^−1^; nebulizer pressure, 44 psi; capillary voltage, 3,000 V; nozzle voltage, 2,000 V; fragmentor voltage, 100 V; skimmer voltage, 65 V; and scan rate, 1 spectrum s^−1^.

### Cyclophosphamide experiments

Mice were injected with 175 mg/kg cyclophosphamide (Sigma-Aldrich) in PBS intraperitoneally (Duggan et al., 2017). Prior to treatment and on days 2–7 after treatment, mice were bled as described above into dipotassium EDTA-coated tubes (BD). Blood samples were analyzed on an Element HT5 (Heska) to obtain white blood cell counts. Flow cytometry was used as described above to determine the frequency of each cell population. Cell frequencies were applied to white blood counts to obtain a cell count for each population of interest. Cell counts for each day were then normalized to pretreatment cell counts.

### Statistical analysis

All statistical analyses were conducted using GraphPad Prism and are detailed in each figure legend. Figures were created with BioRender.com.

### Online supplemental material

Fig. S1 shows the general flow cytometry gating strategy for cell type identification used throughout the article and confirms the deletion of *Cpt2* and *Gls*. Fig. S2 shows the raw chimerism values for *Cpt2* and *Gls* KO chimeras. Fig. S3 shows the flow cytometry gating strategy used for additional myeloid subsets, demonstrates *Mpc2* retroviral rescue of MPC2-deficient myeloid cells, confirms deletion of *Mpc2*, and includes raw chimerism values for *Mpc2* KO chimeras. Fig. S4 includes raw chimerism data for *Mpc2* KO chimera bleeds over time, BrdU pulse, and pulse-chase data for additional cell types, as well as the kinetics of mature myeloid cell loss and recovery in mixed bone marrow chimeras with 90% WT and 10% *Mpc2* KO cells. Fig. S5 shows raw chimerism values for *Gls Mpc2* DKO chimeras and the extent of deletion of *Gls* and *Mpc2* in these chimeras.

## Data Availability

RNA-seq data from Fig. 5 are available in the NCBI GEO. Data for recent and prolonged MPC2-deficient GMPs are under accession numbers GSE225578 and GSE184548, respectively. All other data are available in the article or upon reasonable request to the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

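RNA-seq was analysed for CD45.2+ GMPs of 5 WT samples and 5 recent *Mpc2* KO samples, taken at the end of 2 wk of tamoxifen treatment. A WT sample came from 1 mouse, and a recent KO sample was a pool of 2 mice, so that the recent KO group covered 10 mice. The condition and replicate number of each sample were taken from the sample labels and the paper's methods. Prolonged KO samples and samples of other genotypes were not analysed here.

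The authors sorted the cells, made libraries with the SMARTseq kit, sequenced paired-end reads on an Illumina NovaSeq, and quantified transcripts of Gencode's M27 annotation (GRCm39) with Salmon. The paper's text names no version of Salmon, and no filter on reads. For each sample the authors deposited Salmon's estimated counts of reads per transcript, which are not normalized and need not be whole numbers, and TPM, which Salmon scales to transcript length and to the same total in every sample. The authors also deposited a table of their own DESeq2 comparison per gene symbol. In that deposited table, the signal is the mean count over all samples after division by DESeq2's size factors. Beside it the deposited table gives a log2 fold change of recent KO over WT and its standard error, a test statistic (a score without a fixed range), and the authors' p-value and adjusted p-value. The paper's methods name DESeq2, and no covariates or shrinkage of fold changes. All per-sample columns of estimated reads and TPM were used.

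The reference at hand was GENCODE M21 on GRCm38, an older build than that of the authors. Transcripts were therefore matched on their Ensembl identifiers without the version number, and 137161 of 140789 transcripts (97.4%) matched. The 3628 unmatched transcripts, which held 0.348% to 0.390% of the estimated reads of a sample, were left out, and the rest were summed to 51717 genes. Every position printed is from M21 on GRCm38, and no position was converted. The deposited table was joined by gene symbol, with 494 symbols updated through synonyms, and 146 of its 149 calls matched.

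Estimated reads were summed per gene and rounded to whole numbers. Samples totaled 14033776 to 19745405 estimated reads. The 20 most abundant genes took 17.9% to 21.5% of the reads in WT samples and 14.9% to 18.2% in recent KO samples. Within each sample, 3 counts corresponded to 0.147 to 0.233 CPM, and a group at or under 3 counts in every sample was treated as being at a floor. This floor covers counting error only, because amplified cDNA without molecular identifiers does not give independent molecules. No pair of samples within a group held identical values, and a chi-square statistic per gene of 6.77 to 47.1 between replicates was well above sampling noise. Each sample therefore counted as 1 replicate. The sorted cells came from donor marrow, and the paper does not state whether the chimeras of a group shared a donor mouse. Differences between donors can thus not be told apart from differences between the groups.

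Differential expression was tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by its quasi-likelihood test after TMM normalization. The test ran on the 12381 genes kept by filterByExpr at its default minimum count of 10, with the condition as the only term and Benjamini-Hochberg adjustment at 0.05. Levels are printed as normalized CPM, with the mean and SD over samples. The standard error of an edgeR log2 fold change is its absolute value divided by the square root of the test's F statistic. A value called within the error lies within 1 standard error, so a value just outside it is not strong evidence of a difference. Single values were compared by exact two-sided permutation tests, for which 5 samples against 5 allow no p-value below 0.00794. The share of *Mpc2* reads taken by each annotated transcript was compared in the same way, with adjustment over the 5 transcripts. Gene lists were tested with limma's camera with a preset correlation of 0.01, for the 16 of 20 lists with at least 5 tested genes. The lists were written by hand for metabolic pathways the paper discusses, the cell cycle, blood cell types that could mix into a sort, and sex-linked genes. Clustering of differentially expressed genes on the genome was measured as pairs whose starts lie within 5 Mb, against 10000 random draws of as many tested genes. Near-identical gene copies were compared with BLAST 2.17.0. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1 was used for the remaining steps.

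The genes named are the 33 that the text or Fig. 5 names, and 10 chosen by a rule. The rule took the 5 rising and 5 falling genes with the largest fold changes among genes that passed the threshold, had no overlap between groups, and had a mean count of at least 50. These genes entered every test and count, and the single results of some of them are not reported here. Other genes were named where a short count or a neighbor called for it, and these were chosen after their values were seen.

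The alternatives were RLE, upper quartile, and library size normalization, no filter on low counts or a mean count of at least 50, a transcript length offset, robust dispersions, the replicate number as a block, and DESeq2 1.42.0 with its default independent filtering (0.1). Limma on log2(TPM + 1) or log2(TPM + 0.1) for genes with a mean TPM of at least 1, transcripts in place of genes, and leaving out each sample in turn were further alternatives. DESeq2 with the length offset, with and without shrunken fold changes, was added after the deposited values had been seen.

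The steps were tested on simulated data before use. Counts were drawn 5 times for the real genes and library sizes with 200 genes changed by known folds. Of 604 genes that edgeR called among 12177 to 12193 genes run, 28 (4.64%) were false, with 0.833% to 6.61% in the single simulations, and it called 20.3% of genes changed 1.3-fold, 46.6% of those changed 1.5-fold, 75.4% at 2-fold, and 96.6% at 4-fold. Of 762 genes that DESeq2 called among 12381 genes run, 114 (15.0%) were false, with 11.9% to 17.4% in the single simulations. The limit first set for both tools, a false share under 15%, was not met by DESeq2 in an earlier, smaller simulation. It was then kept for edgeR only. A list planted in 12203 genes was called by camera and by fry, and none of the other lists was called. The clustering test called 0 of 20 random sets of 40 genes and the planted set, over 12381 genes.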

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

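The tests on a mislabelled sample and on reads shared between *Rps7* and *Rps7-ps3* were chosen only after the result was seen.

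Among the 78 groups of 5 samples of the named genes, 8 held a sample far from the others by Dixon's test, where 3.9 are due by chance. Of these, 5 were in recent KO replicate 2. That sample had 158.5 CPM of *Gm47283* on chromosome Y, against 41.9 to 69.5 CPM in the other recent KO samples, and 7.82 CPM of *Erdr1*, against 1.56 to 3.01 CPM. It also had 5.41 CPM of *Pgam1-ps2*, where the other recent KO samples had no reads, 80.6 CPM of *Gm42427* (29.0 to 38.3 CPM in the others), and 37.3 CPM of *AC102496.1* (11.7 to 19.1 CPM). A WT sample under a KO label would have an *Mpc2* level among the WT samples. Recent KO replicate 2 had 17.1 CPM of *Mpc2*, below the lowest WT sample at 60.9 CPM and below the other recent KO samples, at 27.7 to 43.9 CPM, which argues against that explanation. A mixture of sexes is not seen, since *Ddx3y* was at 11.6 to 16.6 CPM and *Xist* at 0 to 0.132 CPM in the 10 samples. *Gm42427* and *AC102496.1* were lower in the recent KO group, and *Pgam1-ps2* too, and at these 3 genes replicate 2 lay nearer to WT, while at *Gm47283* and *Erdr1* it lay farther from WT. A candidate explanation is that the donor-derived cells of 1 of the 2 pooled mice differed at some loci from those of the other pools. It was not tested. Without this sample 91 genes passed the threshold, 36 higher and 55 lower, in place of 41, and 39 of the 41 were among them.

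*Bcat1* had 21.9 CPM in WT replicate 4 and 14.2 to 15.7 CPM in the other WT samples. Its level in that sample stays below the recent KO samples, and without it the adjusted p-value of *Bcat1* from edgeR's quasi-likelihood test falls from 0.0468 to 0.00170. Over the 10 fits that each left out 1 sample it was 0.00170 to 0.150. No technical explanation for this sample was tested, and a biological difference between mice stays open.

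*Upk3bl* had 0.195 CPM in recent KO replicate 3 and 1.28 to 1.49 CPM in the other recent KO samples. *Myo18b* had 0.618 CPM in recent KO replicate 5 and 0.0609 to 0.140 CPM in the others. The single *Upk3bl* value and the other *Myo18b* values lie at or near the floor of 3 counts (0.147 to 0.233 CPM), so a few reads decide them, and *Myo18b* had too few reads to be tested. No biological explanation was tested.

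*Rps7-ps3*, a transcribed processed pseudogene on chromosome X (152909505 to 152910155 in GRCm38), is not discussed in the paper. It rose from 2.63 ± 2.89 to 432 ± 90.4 CPM (SD, n = 5 each; 432.2 CPM before rounding), with a log2 fold change of 7.37 (standard error 0.58, adjusted p = 2.63e-05 from edgeR), and was higher in 5 of 5 recent KO samples. In the authors' deposited table its log2 fold change is 0.17, with an adjusted p-value of 0.364. The log2 fold changes of that table had a correlation of 0.996 across 13675 genes with DESeq2's shrunken ones. The values 0.17 and 7.37 may therefore not be on the same scale. Its transcript is 99.4% identical to that of *Rps7* over 651 bases, and *Rps7* fell at the same time. The share of *Rps7* in the summed reads was 99.7% in WT and 46.6% in recent KO GMPs, while the log2 ratio of the sums was −0.11 (exact permutation test, p = 0.437). These values are what a different assignment of the same reads would give, and are consistent with reads of 1 transcript divided otherwise between 2 near-identical annotations. A sequence variant in *Rps7* of the KO mice may make reads match *Rps7-ps3* better. The reads themselves were not analysed here, and a real fall of *Rps7* with a real rise of the pseudogene stays open.

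*C1qb* rose to 10.2 CPM and *C1qa* to 5.79 CPM in recent KO GMPs. Their log2 fold changes were 1.35 and 1.25 (adjusted p = 0.0160 and 0.0406 from edgeR), and both were higher in 5 of 5 recent KO samples. The paper lists the third gene of this locus, *C1qc*, in Fig. 5 C, and *Fcna*, and does not discuss *C1qa* or *C1qb*. Their adjusted p-values were 8.76e-04 to 0.0695 for *C1qb* and 0.0135 to 0.130 for *C1qa* over the fits that left out 1 sample, and passed 0.05 in 6 and 3 of 10 fits. RNA of macrophages mixed into the sort would raise the other macrophage markers together with *C1qc* and *Fcna*. Of the 13 tested markers, 6 had log2 fold changes of 1.02 to 1.63, and *C1qa* and *C1qb* are among these 6, beside *Cd5l*, *Hmox1*, *Mrc1*, and *Spic*. *Apoe*, an abundant marker at 46.7 CPM in WT GMPs, rose by 0.55. *Cd68*, at 78.4 CPM in WT GMPs, had a log2 fold change of −0.20, *Adgre1* one of −0.39, and *Cd163*, *Slc40a1*, and *Vcam1* lay between 0.02 and 0.18. WT GMPs had 11 of the 13 markers above 1 CPM, so a small share of macrophage RNA could be hidden at the markers that stayed level. A share of macrophage RNA and a change within GMPs cannot be told apart for *C1qc* and *Fcna*, because no macrophage sample gives the level each marker would need.

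*Ociad2*, which the paper does not discuss, reached 22.6 CPM in recent KO GMPs. The log2 fold change was 0.59 (adjusted p = 0.0473 from edgeR), and it was higher in 5 of 5 samples. Over the fits that left out 1 sample it passed 0.05 in 3 of 10, with adjusted p-values of 0.0178 to 0.152. No technical explanation was tested for this gene by itself, and an effect of the *Mpc2* deletion stays open.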

How the results depend on the processing

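The alternatives were fixed before the data were examined, except DESeq2 with the transcript length offset, with and without shrunken fold changes, which was chosen after seeing the data.

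In place of 41 genes (15 higher, 26 lower), the counts moved by over 1.5 times as follows. Without a filter on low counts 206 passed (110 higher, 96 lower, all 41 among them), and DESeq2 called 156 (77 and 79, 40 shared), with its larger false share of 15.0% in simulated data. Limma called 25 (9 and 16) on log2(TPM + 1) and 24 (10 and 14) on log2(TPM + 0.1). At the level of transcripts 11 passed (4 and 7). The added DESeq2 settings called 159 (76 and 83) with the length offset and 147 (69 and 78) with shrinkage. With library size alone, 46 passed, of which 26 (56.5%) were higher, against 36.6%, and the median log2 fold change of all genes moved to 0.07. The causes were not tested. RLE gave 40 genes, upper quartile 43, robust dispersions 43, the length offset 33, and a mean count of at least 50 gave 30.

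Across the 10 fits that each left out 1 sample, 25 to 91 genes passed, with 6 to 36 higher and 18 to 55 lower. The highest counts were those without recent KO replicate 2, and the next count was 38.

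With the replicate number as a block, 20 genes passed (4 higher, 16 lower, 18 shared), and 16 of them were calls of the authors' deposited table. The deviations of samples with the same number had correlations of 0.0366, −0.165, −0.0880, −0.0286, and −0.174, so the numbers do not pair the samples, and the block removes degrees of freedom. Under it, the adjusted p-values from edgeR were 0.0577 for *Mpc2* (log2 fold change −1.46), 0.123 for *Bcat1* (0.59), and 0.211 for *Glul* (0.35). Under the block, the camera test of glutamine metabolism had an adjusted p-value of 0.0773 and no longer passed, that of dendritic cell markers passed (0.0350), and clustering on the genome had a permutation p-value of 0.0327.

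For *Mpc2*, the direction held in every setting. The adjusted p-value rose above 0.05 with the length offset (−1.40, adjusted p = 0.0730 from edgeR), robust dispersions (−1.46, 0.134), and limma on log2(TPM + 1) (−1.35, 0.130) and log2(TPM + 0.1) (−1.38, 0.138). Leaving out 1 sample gave −1.60 to −1.31, with 0.0500 without recent KO replicate 1. *Glul* rose in every setting, and passed with upper quartile (0.36, adjusted p = 0.0488 from edgeR), library size (0.42, 0.0329), no filter (0.35, 0.0411), DESeq2 (0.35, 0.00602), and the added DESeq2 settings (0.48, 0.0118, and 0.42, 0.0127). Its range without 1 sample was 0.31 to 0.38. *Bcat1* also rose in every setting, and did not pass with a mean count of at least 50 (0.58, adjusted p = 0.0503 from edgeR), the length offset (0.57, 0.0838), or limma on log2(TPM + 1) (0.56, 0.0649) and log2(TPM + 0.1) (0.64, 0.0632). Its range without 1 sample was 0.53 to 0.70, and it passed in 2 of 10 such fits, with an adjusted p-value of 0.00170 without WT replicate 4. The causes were not tested.

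*Nsrp1* (log2 fold change −0.04) reversed with library size (0.035), the length offset (0.31), limma (0.32 and 0.33), and the added DESeq2 settings (0.31 and 0.21), none of them past the threshold. Over the 36 tested named genes reported here, 385 other values kept direction and side of the threshold, 38 were weaker (14 genes), and 35 were stronger (8 genes). Without 1 sample, 312 kept both, 44 were weaker (8 genes), and 4 were stronger. Of these genes, 23 passed the threshold, and 15 of them passed in all 10 such fits.

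The share of *Mpc2* reads by transcript (differences in percentage points) ranged over the fits without 1 sample from −8.23 to −4.49 for ENSMUST00000027853, 1.72 to 2.59 for ENSMUST00000128633, 1.50 to 5.85 for ENSMUST00000138999, −0.014 to 0.11 for ENSMUST00000193575, and 0.51 to 1.01 for ENSMUST00000195026. The last passed an exact permutation p-value of 0.05 without recent KO replicate 1 (0.0476) or 4 (0.0159).

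Of 8 gene lists past the threshold, fry kept 2 and an estimated correlation kept 0, where the smallest adjusted p-value was 0.0561. Leaving out 1 sample gave 6 to 8. Glycolysis changed direction with library size (adjusted p = 0.895) and without a filter (0.919). Without 1 sample, directions changed for targets of ATF4 (0.0805 to 0.969), BCAA catabolism (0.410 to 0.994), the cell cycle (0.381 to 0.962), glycolysis (0.475 to 0.925), long-chain fatty acid oxidation (0.400 to 0.994), and pyruvate metabolism (0.126 to 0.920). All of these stayed above 0.05. Of the other values of single lists, 15 were weaker and 2 stronger, and 6 and 1 without 1 sample.

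Clustering on the genome (p = 0.0007 by permutation) had p-values of 0.0005 to 0.0086 without 1 sample. It did not pass without overlapping genes or called genes within 10 kb (0.1185), where fewer genes remain, or with DESeq2 calls (0.0853). Calls shared with the authors' deposited table numbered 36 with edgeR, 101 with DESeq2, 94 without a filter, and 145 and 144 with the added DESeq2 settings. With these numbers of samples and reads, small changes were mostly missed, since edgeR called 20.3% of simulated genes changed 1.3-fold. Depth was not varied by itself.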

Differences from the paper's values

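The tests with DESeq2 and the transcript length offset, with and without shrunken fold changes, were chosen only after the values were seen.

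The paper reports 149 differentially expressed genes, and edgeR's quasi-likelihood test gave 41. Of the alternatives set before the data were examined, no filter on low counts (206 genes) and DESeq2 (156 genes) came within 1.5 times of the paper's number, and the others did not, with 11 to 91 genes. Of DESeq2's calls in simulated counts, 15.0% were false. That simulation ran DESeq2 on 12381 genes without the length offset or shrinkage, so it gives no false share for the paper's 149 genes. DESeq2 with the length offset gave 159 genes and with shrunken fold changes 147, both chosen after seeing the values.

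The paper's Fig. 5 A, read by eye, shows *Mpc2* at a log2 fold change of about −1.2, and edgeR gave −1.46. Upper quartile (−1.45), library size (−1.37), the length offset (−1.40), robust dispersions (−1.46, with a wider error), DESeq2 (−1.47), and limma on log2(TPM + 1) (−1.35) and log2(TPM + 0.1) (−1.38) came within the error of the paper's value, all set before the data were examined. So did the fits without WT replicate 2, 3, or 4 and without recent KO replicate 1 or 2, with −1.44 to −1.31. RLE, no filter, a mean count of at least 50, the replicate block, and the other fits that left out 1 sample did not. DESeq2 with the length offset (−1.39), chosen after seeing the values, came within the error too, and with shrunken fold changes the value was −0.65, which did not. The log2 fold change of *Mpc2* in the authors' deposited table is −1.30, and edgeR's −1.46 (standard error 0.24) lies within its error of that value. On the −log10 scale, the adjusted p-value of *Mpc2* is about 16 in Fig. 5 A, read by eye, and 1.81 from edgeR. None of the alternatives set before the data were examined closed the gap, and the nearest was 7.74 without a filter on low counts. The added DESeq2 settings, chosen after seeing the values, gave 2.06 and 1.98.

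Fig. 5 A, read by eye, shows *Hddc3* at a log2 fold change of about −1.5, and edgeR gave −2.52. Limma on log2(TPM + 1) gave −1.63, within the error, and no other alternative set before the data were examined did. The other planned scales with transcript length came nearer than −2.52, at −1.79 with edgeR's length offset and −1.73 with limma on log2(TPM + 0.1). The size of the fall of *Hddc3* thus depends on whether transcript length enters the scale. The paper's value for *Fah* is about −1.5 in Fig. 5 A, read by eye, and edgeR gave −2.15. Again limma on log2(TPM + 1), at −1.60, was the only one of the alternatives set before the data were examined within the error. On the scale of DESeq2's shrunken fold changes, chosen after seeing the values, *Hddc3* was −1.45 and *Fah* −1.47. In the authors' deposited table they are at −1.45 and −1.47 too, and limma on log2(TPM + 1) is not within its error of these values.

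*Rps7* is at about −1.1 in Fig. 5 A, read by eye, and at −1.21 from edgeR. Of the alternatives set before the data were examined, RLE (−1.21), upper quartile (−1.19), library size (−1.14), a mean count of at least 50 (−1.21), DESeq2 (−1.21), and the fits without WT replicate 1, 3, or 4 or recent KO replicate 2, 4, or 5 (−1.22 to −1.12) came within the error. No filter, the replicate block, the length offset (−1.28), robust dispersions, limma (−1.23), and the other fits that left out 1 sample did not. DESeq2 with shrunken fold changes (−1.13), chosen after seeing the values, did. The log2 fold change of *Rps7* in the authors' deposited table is −1.13. Within the error of that value are also edgeR's −1.21 (standard error 0.11), no filter, robust dispersions, limma, and the fits without WT replicate 5 or recent KO replicate 1, so that the difference from edgeR rests on the reading by eye.

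The paper gives the rise of *Glul* as about 1.5-fold, and edgeR gave 1.27-fold (error 0.0648). Of the alternatives set before the data were examined, only limma on log2(TPM + 1) (1.44-fold) and log2(TPM + 0.1) (1.45-fold) came within the error. So did DESeq2 with the length offset (1.39-fold), chosen after seeing the values. In the authors' deposited table the rise is 1.34-fold. The paper calls *Glul* upregulated in recent KO GMPs, and its adjusted p-value from edgeR was 0.0770. Upper quartile, library size, no filter, and DESeq2 called it, and so did both added DESeq2 settings. Fig. 5 C lists 6 further genes as differentially expressed that edgeR did not call. *Aff4* (log2 fold change −0.25, adjusted p = 0.564) was called with the length offset (−1.61) and with limma on log2(TPM + 1) (−0.84), and its log2 fold change was −1.47 with limma on log2(TPM + 0.1). *Cytip* (−0.22, 0.375) was called with the length offset (−0.71) and with limma on log2(TPM + 1) (−0.57) and log2(TPM + 0.1) (−0.64). The size of the fall of both genes thus depends on whether transcript length enters the scale, and in the authors' deposited table their log2 fold changes are −1.02 and −0.62. *Gnb4* (1.26, 0.0622) was called with library size, no filter, DESeq2, and without recent KO replicate 1 or 2. *Fcna* (1.58, 0.0626) was called with library size, no filter, DESeq2, and without WT replicate 5. *Ablim1* (−1.22, 0.0775) was called with no filter, the length offset, DESeq2, and without recent KO replicate 2. *Erdr1* (2.18, 0.153) was called with no filter and with DESeq2. Both added DESeq2 settings, chosen after seeing the values, called all 6. The direction of each was that of the figure.

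In the authors' deposited table, the entry for *Mpc2* differs in its form and its arithmetic from the others. It has 9 cells, of which 2 are empty, where every other entry has 7, and its filled cells were read in their order. Its log2 fold change divided by its standard error is −8.13, and its statistic is −9.05. Its p-value of 5.15e-20 is not the normal p-value of that statistic, 1.45e-19. For the other genes among the 14022 with an adjusted p-value, both relations held. Its adjusted p-value is 5.23e-17, and 1.20e-16 when recomputed from the deposited p-values. For 62 other genes the deposited adjusted p-value also differs from the recomputed one, and for 0 of them when *Mpc2* is placed at rank 68 by p-value, between *Plp2* and *Mpo*. The p-values of these genes in the authors' deposited table, from DESeq2, are 4.83e-05 and 5.32e-05. DESeq2 with the length offset and shrunken fold changes, chosen after seeing the values, gave *Mpc2* a log2 fold change of −0.65 with a p-value of 5.13e-05 (adjusted p = 0.0106). The deposited log2 fold change of *Mpc2* is 2.00 times this value, while the median of that ratio is 0.999 over the other 143 deposited calls compared, and 142 of them lie between 0.9 and 1.1. Deposited and recomputed log2 fold changes had a correlation of 0.996 across 13675 genes, which are not independent replicates. The cause was not tested. The fall of *Mpc2* in recent KO GMPs does not rest on this entry, since it is computed from the estimated reads of each sample.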

Other observations

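The tests on genes near *Mpc2*, on genes near *Bcat1*, on *Gm7993* and *Odc1*, on splits for gene lists, and on transcripts present in 1 group were chosen only after the result was seen.

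The number of differentially expressed genes was compared with other groupings of the samples. Of 100 splits of the 10 samples into 5 and 5, drawn from the 126 there are, 1 gave as many genes as the real split, which is the real split itself. The other splits gave at most 2 genes, and 96 of 100 gave 0 genes with an adjusted p-value under 0.05 from edgeR.

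Differentially expressed genes lay closer together on the genome than random genes do. Of the 41 genes, 22 lay in 9 intervals, and 17 pairs had starts within 5 Mb, against a mean of 4.86 in 10000 random draws (permutation test, one-sided p = 0.0007). The intervals include chromosome 12 from 28630854 to 30911589 (*Rps7*, *Adi1*, *Trappc12*, and *Acp1*), chromosome 7 from 79446231 to 84606722 (*Polg*, *Hddc3*, and *Fah*), and chromosome 4 from 136880129 to 136898803 (the 3 *C1q* genes), all in GRCm38. *Polg*, *Trappc12*, and *Acp1* are named for their place only, after their values were seen. A candidate explanation is that the floxed and WT mice differ in chromosome segments of another strain, whose variants change expression or the matching of reads. It predicts clustering also without the genes the paper names, and 6 pairs remained against 1.91 at random (one-sided permutation p = 0.0237). With starts within 1 Mb there were 12 pairs against 1.47, and within 10 Mb 18 against 8.36 (one-sided permutation p = 0.0002 and 0.0099). The excess did not pass 0.05 for the 26 genes left without overlapping genes and called genes within 10 kb, with 4 pairs against 1.86 (one-sided permutation p = 0.1185), or for DESeq2 calls, with 85 against 69.5 (one-sided permutation p = 0.0853), and these values do not exclude the hypothesis. Neighbors regulated together, such as the *C1q* genes, would also cluster. Genotypes of the mice were not analysed here, so the hypothesis stays open.

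A segment carried along with the floxed allele would lie around *Mpc2*. Within 10 Mb of *Mpc2*, 13 of 127 tested genes (10.2%) had an unadjusted p-value under 0.05, the same share as among all genes (10.2%), and 0 passed the adjusted threshold (one-sided permutation p = 0.5463). No sign of such a segment was thus found over that whole distance, but a shorter segment with few genes could be missed. *Glul* lies on the same chromosome, from 153899944 to 153909723, outside these 10 Mb. The genes around *Glul* were not tested in this way. Of the 42 tested genes within 5 Mb of *Bcat1* that were not differentially expressed themselves, 8 (19.0%) had an unadjusted p-value under 0.05 (one-sided permutation p = 0.0617). *Bcat1* itself lies in 1 of the 9 intervals, beside another differentially expressed gene that this count leaves out. Whether the rise of *Bcat1* may follow from a variant in this segment or from the *Mpc2* deletion cannot be told apart, because too few genes lie there and all KO mice share the allele and the deletion.

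Fig. 5 A labels both *Rps7*, which fell, and the pseudogene *Gm7993*, which rose. Reads moving to *Gm7993* could not account for the fall of *Rps7* from 867 to 375 CPM, since *Gm7993* reached only 3.48 CPM and the log2 ratio of their summed CPM was −1.2 (exact permutation test, p = 0.00794). That ratio would be about the same wherever the reads of *Gm7993* came from. For their source, no alignment was found between the transcripts of *Gm7993* and *Rps7*. *Gm7993* is instead 95.7% identical to *Odc1* over 1388 bases. Its reads amount to 1.40% of those of *Odc1* in recent KO GMPs, and *Odc1* on chromosome 12 (17544794 to 17551505 in GRCm38) measured 237 ± 12.3 and 249 ± 18.8 CPM (SD, n = 5; log2 fold change 0.07, adjusted p = 0.792 from edgeR). Whether reads of *Odc1* might be assigned to *Gm7993* in recent KO GMPs or the pseudogene is transcribed cannot be told apart, because 1.40% is less than the spread of *Odc1* between samples.

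*Mgl2* and *Cytip*, listed in Fig. 5 C as lower, are also used as markers of dendritic cells, and a smaller share of these cells in the recent KO sorts is a possible explanation. The other 6 tested dendritic cell markers, 4 of them above 1 CPM in WT GMPs, had a median log2 fold change of 0.28, with 4 of 6 higher (adjusted p = 0.0904 from camera). *H2-Ab1*, the most abundant of them at 47.5 and 51.8 CPM, had a log2 fold change of 0.12, *Cd74* of 1.1, *Clec10a* of −0.31, and *Xcr1* of −0.66. *Cd74*, abundant in dendritic cells, had only 2.84 CPM in WT GMPs, where *Mgl2* had 25.1 CPM. The markers as a set thus did not fall with *Mgl2*, although 2 of the 6 did. A smaller share of dendritic cells cannot be excluded, because no dendritic cell sample gives the level each marker would have. The adjusted p-value of the list was 0.0140 without WT replicate 5 and 0.0140 to 0.201 over the fits that left out 1 sample.

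Lists of blood cell markers moved in both directions. Adjusted p-values from camera were 8.10e-09 for macrophages (median log2 fold change 0.69, 11 of 13 higher), 3.77e-07 for erythroid cells (1.74, 8 of 8), 3.21e-04 for mast cells, basophils, and megakaryocytes (0.53, 7 of 9), 8.35e-04 for stem cells and multipotent progenitors (0.25, 9 of 9), and 0.00140 for mature neutrophils (1.03, 8 of 11). Genes of primary granules (2.48e-08, median −0.47, 0 of 8 higher) and monocytes (1.53e-05, −0.41, 1 of 9) were lower. The list of mature neutrophils had 0.0609 without recent KO replicate 2. Only the lists of macrophages and monocytes passed with fry (0.0268 each), and none passed with an estimated correlation. Over all genes tested, 2 macrophage markers passed and 0 of the other lists' genes did. Adjusted over the list alone, 8 macrophage, 7 primary granule, 6 erythroid, and 4 monocyte genes passed. So did 4 genes of the list of mast cells, basophils, and megakaryocytes, 2 of mature neutrophils, and 1 of stem cells. At an unadjusted p-value under 0.05 the macrophage, primary granule, erythroid, and monocyte lists had 8, 7, 6, and 5 genes. The lists of mast cells, stem cells, and neutrophils had 5, 3, and 6. WT GMPs had 8 of 8 primary granule, 9 of 9 monocyte, 10 of 11 neutrophil, 9 of 9 mast cell, basophil, and megakaryocyte, 9 of 9 stem cell, and 6 of 8 erythroid genes above 1 CPM, so most of these genes were detected in WT sorts too, whether from GMPs or from other cells, which was not tested. Of the 100 splits of the samples, 7 had at least 8 lists past the threshold with camera, the real split included, with a median of 3 and at most 9 among the others. Of the 6 other splits, 2 exchanged only 1 sample of each group and so keep most of the real contrast, and 4 mixed the groups further. The number of lists by itself is thus consistent with differences between samples that do not follow the deletion, and an effect of the deletion stays open. B cell markers (3 tested genes, adjusted p-values from edgeR of at least 0.729), T and NK cell markers (*Nkg7*, log2 fold change −0.25, adjusted p = 0.495), and Y-linked genes (4 tested genes, smallest adjusted p = 0.358) had too few genes for camera. Without a filter on low counts, camera gave adjusted p-values of 0.804 for the B cell list (3 of 8 genes higher) and 1.84e-04 for the T and NK cell list (9 of 10 genes higher), whose genes other than *Nkg7* were below the filter. Neither X inactivation gene was expressed enough to be tested.

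Among erythroid genes, *Hba-a1* had 1.12, 10.4, 11.5, 7.33, and 6.37 CPM in WT replicates 1 to 5 and 6.29, 7.41, 59.3, 38.8, and 33.6 CPM in recent KO replicates 1 to 5.

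Transcripts with at least 5 reads in each sample of 1 group and under 1 read in each sample of the other were counted, as a sign of alleles that differ between the groups. There were 4, and 68 of 100 splits of the samples had as many, with a median of 5 and a maximum of 11 in the other splits. This count by itself gave no evidence of such alleles, but it weighs a transcript with few reads like one with many. *Gm42429* on chromosome 5 had 133 to 177 estimated reads in each WT sample and 0 in each recent KO sample (adjusted p = 9.47e-06 from edgeR). *Gm7993* had 0 in each WT sample and 37 to 88 in each recent KO sample. Whether other splits hold differences this large was not tested, so such alleles stay open.

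The annotated transcripts of *Mpc2* took different shares of its reads. ENSMUST00000128633, which ends at 165477694 in the intron before the floxed exon 3, took 0.322% ± 0.326 (SD, n = 5) in WT and 2.51% ± 1.32 (SD, n = 5) in recent KO GMPs (exact two-sided permutation test, p = 0.00794, adjusted p = 0.0397 over 5 transcripts). ENSMUST00000027853, the main transcript, took 92.3% ± 5.65 and 85.9% ± 6.10 (exact permutation p = 0.127). No annotated transcript joins the exons on either side of exon 3, so a transcript that skips it has no model of its own.

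Other genes of the pathways the paper examines measured as follows. The log2 fold changes from edgeR were 0.12 for *Mpc1* (adjusted p = 0.716) and 0.08 for *Cpt2* (0.817). *Gls2* had 0.111 CPM in WT and 0.154 CPM in recent KO GMPs, too low to be tested at this depth.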
